# Faecal microbiota transplantation protects against radiation‐induced toxicity

**DOI:** 10.15252/emmm.201606932

**Published:** 2017-02-27

**Authors:** Ming Cui, Huiwen Xiao, Yuan Li, Lixin Zhou, Shuyi Zhao, Dan Luo, Qisheng Zheng, Jiali Dong, Yu Zhao, Xin Zhang, Junling Zhang, Lu Lu, Haichao Wang, Saijun Fan

**Keywords:** faecal microbiota transplantation, gastrointestinal toxicity, gut microbiota, radiation syndrome, radiotherapy, Cancer, Digestive System, Microbiology, Virology & Host Pathogen Interaction

## Abstract

Severe radiation exposure may cause acute radiation syndrome, a possibly fatal condition requiring effective therapy. Gut microbiota can be manipulated to fight against many diseases. We explored whether intestinal microbe transplantation could alleviate radiation‐induced toxicity. High‐throughput sequencing showed that gastrointestinal bacterial community composition differed between male and female mice and was associated with susceptibility to radiation toxicity. Faecal microbiota transplantation (FMT) increased the survival rate of irradiated animals, elevated peripheral white blood cell counts and improved gastrointestinal tract function and intestinal epithelial integrity in irradiated male and female mice. FMT preserved the intestinal bacterial composition and retained mRNA and long non‐coding RNA expression profiles of host small intestines in a sex‐specific fashion. Despite promoting angiogenesis, sex‐matched FMT did not accelerate the proliferation of cancer cells *in vivo*. FMT might serve as a therapeutic to mitigate radiation‐induced toxicity and improve the prognosis of tumour patients after radiotherapy.

## Introduction

Radiation exposure in a mass casualty setting is a serious military and public health concern (Taniguchi *et al*, 2014). Exposure to a high dose of irradiation in a short time is associated with bone marrow toxicity (haematopoietic syndrome) and gastrointestinal (GI) toxicity (GI syndrome), which are collectively known as acute radiation syndrome (ARS; Kirsch *et al*, 2010; Leibowitz *et al*, 2014). ARS may facilitate an intractable pathologic process and even cause eventual death (Lee *et al*, 2014). In addition, mounting clinical evidence has shown the bone marrow and small intestine epithelium to be the major sites of injury during radiation therapy, owing to their higher sensitivity to ionizing radiation (Ciorba *et al*, 2012). Radiation‐mediated toxicity, especially radiation‐induced gastrointestinal injury, is a medical problem that urgently needs effective therapy.

The GI tract has the unique property of harbouring numerous microbes within the lumen, most of which are bacteria that have co‐evolved with the host in a mutualistic relationship (Kamada *et al*, 2013). Recently, investigations focusing on gut microbiota have experienced a renaissance, and growing evidence supports a pivotal role of intestinal microbes as key regulatory elements in their host's physiologic and pathologic status (Ostaff *et al*, 2013). For example, intestinal microbes govern metabolic function and energy balance, and flora disequilibrium is deemed to contribute to the development of numerous metabolic diseases (Amar *et al*, 2011; Nieuwdorp *et al*, 2014). Intestinal microbes are continuously shaping the development of their host's immune system, directly modulating the innate and adaptive immune responses (Sommer & Backhed, 2013; Barroso‐Batista *et al*, 2015). Epidemiological studies reveal that the intestinal microbiome engages in the pathogenesis of inflammatory bowel disease (IBD) with characteristic shifts in the composition of the intestinal microbiota, reinforcing the view that IBD results from altered interactions between intestinal microbes and the mucosal immune system (Kostic *et al*, 2014). Germ‐free mice and faecal transplant research demonstrate that changes in the microbiota are necessary and sufficient for both low‐grade inflammation and metabolic syndrome (Chassaing *et al*, 2015). Moreover, marked shifts in bacterial communities in the gut are inextricably intertwined with the development of diet‐associated cancer (Schulz *et al*, 2014; Feng *et al*, 2015; Gorjifard & Goldszmid, 2015), suggesting that enteral bacteria might be used as diagnostic biomarkers for many cancers. However, the relationship between enteric bacteria and the radiosensitivity of hosts is unknown; moreover, whether intestinal microbes can be used to mitigate radiation‐induced injury remains undocumented.

In the present study, we evaluated the therapeutic potential and molecular mechanisms of faecal microbiota transplantation (FMT) in a rodent model of lethal irradiation and demonstrated that transplantation of enteric microbes from healthy mice remarkably mitigated radiation‐induced GI syndrome in a sex‐dependent fashion. More importantly, FMT retained the mRNA and long non‐coding RNA (lncRNA) expression profiles of the small intestine. Thus, our findings provide new insights into the function and underlying protective mechanism of intestinal microbiota transplant in the context of radiation‐induced toxicity in a preclinical experimental setting.

## Results

### Intestinal bacterial communities are associated with radiosensitivity in a mouse model

To determine the relationship between the intestinal bacterial pattern and radiosusceptibility, we used 16S rRNA sequencing to analyse the enteric bacterial profile in the mice faeces after irradiation exposure on days 5 and 10. As shown in Fig 1A and B, 6.5 Gy gamma ray altered the diversity and composition of enteric bacteria in male but not in female C57BL/6 mice. Antibiotic treatment has been reported to be capable of shifting the intestinal bacterial communities in mice (Theriot *et al*, 2014; Brown *et al*, 2016). Accordingly, mice were administered drinking water containing ampicillin or streptomycin for 6 weeks, and then, we performed 16S rRNA sequencing analysis and obtained that enteric bacterial composition of antibiotic‐fed mice (Abt mice) was quite different from that of controls (drinking water without antibiotics; Fig 1C and D); however, the gut microbiota of control mice did not change overtly during the 6 weeks (Appendix Fig S1A and B). After 6.5 Gy total body irradiation (TBI), our observations revealed that the survival rate of Abt mice was significantly higher than that of controls, indicating that changes in the intestinal bacterial communities are able to influence the radiosensitivity of both male and female mice (Fig 1E and F). A decrease in peripheral white blood cell (WBC) counts has been observed in irradiated animals (Deng *et al*, 2015). Although we observed that ampicillin and streptomycin conferred protection against sub‐lethal irradiation, these antibiotics did not heighten peripheral WBC counts (Appendix Fig S1C and D), indicating that antibiotics could not ameliorate radiation‐induced haematopoietic syndrome.

**Figure 1:**
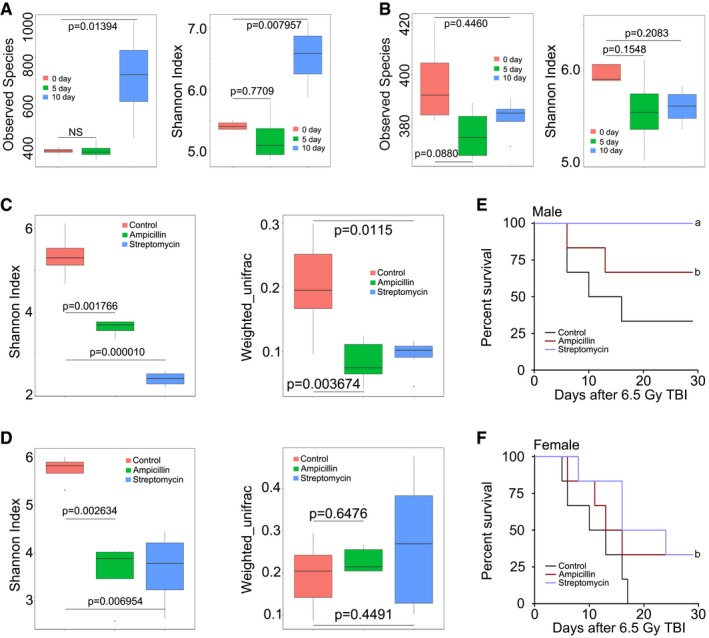
The intestinal bacterial flora profile is associated with radiosensitivity in a mouse model A, BThe observed species number and Shannon diversity index of intestinal bacteria in male (A) and female (B) mice were examined by 16S high‐throughput sequencing after irradiation at days 5 and 10, *n* = 4 per group. Statistically significant differences are indicated: Wilcoxon rank sum test. The top and bottom boundaries of each box indicate the 75^th^ and 25^th^ quartile values, respectively, and lines within each box represent the 50^th^ quartile (median) values. Ends of whiskers mark the lowest and highest diversity values in each instance.C, DThe Shannon diversity index and β‐diversity of intestinal bacteria in male (C) and female (D) mice were examined by 16S high‐throughput sequencing after 6 weeks of antibiotics treatment, *n* = 4 per group. Statistically significant differences are indicated: Wilcoxon rank sum test. The top and bottom boundaries of each box indicate the 75^th^ and 25^th^ quartile values, respectively, and lines within each box represent the 50^th^ quartile (median) values. Ends of whiskers mark the lowest and highest diversity values in each instance.E, FKaplan–Meier survival analysis of saline‐treated, ampicillin‐treated, and streptomycin‐treated male (E) and female (F) mice after 6.5 Gy TBI were performed (^a^ *P* < 0.05 by log‐rank test between antibiotic‐treated and saline‐treated groups; ^b^ *P* < 0.005 by log‐rank test between antibiotic‐treated and saline‐treated groups, *n* = 6 per group).

### Gavage of faecal microbiota protects against radiation‐induced death

Divergent factors, such as genetic predisposition, diet and inflammation states, can differently affect enteric bacterial flora (Smith *et al*, 2015; Schaubeck *et al*, 2016). Therefore, we compared the diversity of gut bacterial composition between male and female C57BL/6 mice using 16S rRNA sequencing before irradiation. Interestingly, we found that the bacteria taxonomic proportions in stool of male and female mice were different (Fig 2A). Compared with female mice, male animals harboured a higher frequency of *Bacteroides* but a lower frequency of *Prevotella* at the genus level (Fig 2B and Appendix Fig S1E). Accordingly, we performed sex‐matched or mismatched FMT according to the following scheme: female faecal microbiota transplants to male or female mice (female + TBI); male faecal microbiota transplants to male or female mice (male + TBI); and a mixture of faecal microbiota from male and female transplants to male or female mice (female/male + TBI, the weight of male and female stool was 1:1); saline was used as a control (saline + TBI). The C56BL/6 mice were separated into their respective cohorts and gavage with faecal microbiota or saline after TBI, as depicted in Fig 2C. Notably, the faecal microbiota treatments overtly increased the survival rate and body weight of male and female mice after 6.5 Gy TBI (Figs 2D and E, and EV1A and B). In particular, the optimal results were obtained when the gender of donors matched with that of recipients, indicating that FMT is an effective therapy against radiation‐induced death in a mouse model and its efficiency is determined by the gender matched between the donor and recipient. We also repeated the experiments using older donors, but the three kinds of FMT all failed to increase the survival rate of irradiated male and female mice (data not shown).

**Figure 2:**
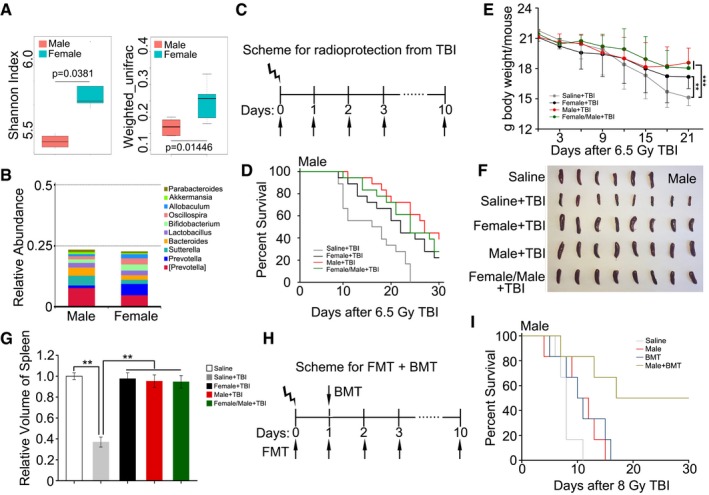
Gavage of faecal microbiota protects against radiation‐induced death and haematopoietic toxicity AThe Shannon diversity index and β‐diversity of intestinal bacteria between male and female mice without irradiation were assessed by 16S high‐throughput sequencing, *n* = 4. Statistically significant differences are indicated: Student's *t*‐test. The top and bottom boundaries of each box indicate the 75^th^ and 25^th^ quartile values, respectively, and lines within each box represent the 50^th^ quartile (median) values. Ends of whiskers mark the lowest and highest diversity values in each instance.BThe relative abundances of the top 10 bacteria at the genus level in male and female mice were assessed using 16S high‐throughput sequencing, *n* = 4.CScheme for radioprotection after TBI.DMale mice received 10 days of oral gavage with saline, male gut microbes, female gut microbes or a male/female gut microbe mixture after 6.5 Gy TBI, Kaplan–Meier survival analysis of the mice was performed. *P* < 0.005 by log‐rank test between the saline + TBI group and the male + TBI group, *P* < 0.05 by the log‐rank test between the saline + TBI group and the female + TBI group (or female/male + TBI group), *n* = 18 per group.EMale mice received 10 days of oral gavage with saline, male gut microbes, female gut microbes or a male/female gut microbe mixture after 6.5 Gy TBI, and the body weight was measured. Mean ± SD. Significant differences are shown relative to Saline + TBI group: **P < 0.01, ***P < 0.001; Student's *t*‐test, *n* = 18 per group.F, GPhotographs (F) and volume (G) of dissected spleens from radiation‐exposed male mice, the spleens were obtained at day 15 after 6.5 Gy TBI. Mean ± SD. Significant differences are shown relative to Saline + TBI group: **P < 0.01; Student's *t*‐test, *n* = 6 in Saline group, *n* = 8 in experimental groups.HScheme for faecal microbiota transplantation combined with bone marrow transplant after TBI.IKaplan–Meier survival analysis of the irradiated mice treated with saline, FMT, BMT or FMT combined with BMT was performed. *P* < 0.005 by log‐rank test between FMT combined with BMT and other three groups, *n* = 12 per group.

**Figure EV1:**
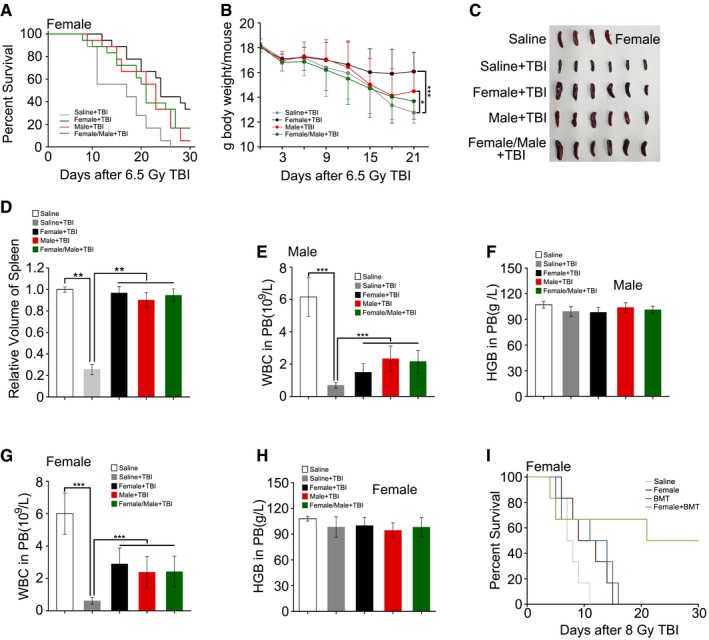
Gavage of faecal microbiota protects against radiation‐induced death and hematopoietic toxicity AFemale mice received 10 days of oral gavage with saline, male gut microbes, female gut microbes or male/female gut microbes mixture after 6.5 Gy TBI. Kaplan–Meier survival analysis of the mice was performed. *n* = 18, *P* < 0.05 by log‐rank test between saline + TBI group and female + TBI group.BFemale mice received 10 days of oral gavage with saline, male gut microbes, female gut microbes or male/female gut microbes mixture after 6.5 Gy TBI, the body weight was measured. Significant differences are shown relative to Saline + TBI group: *P < 0.05, ***P < 0.001; Student's *t*‐test, *n* = 18 per group.C, DPhotographs (C) and volume (D) of dissected spleens from radiation‐exposed female mice, the spleens were obtained at day 15 after 6.5 Gy TBI. Mean ± SD. Significant differences are shown relative to Saline + TBI group: **P < 0.01; Student's *t*‐test, *n* = 4 in Saline group, *n* = 6 in experimental groups.E, FWBC and HGB counts in PB were measured in irradiated male mice, the PB were obtained at day 15 after 6.5 Gy TBI. Mean ± SD. Significant differences are shown relative to the saline + TBI group: ***P < 0.005; Student's *t*‐test, *n* = 12 per group.G, HWBC and HGB counts in PB were measured in radiation‐exposed female mice, the PB were obtained at day 15 after 6.5 Gy TBI. Mean ± SD. Statistically significant differences are shown relative to the saline + TBI group: ***P < 0.005; Student's *t*‐test, *n* = 12 per group.IKaplan–Meier survival analysis of the irradiated female mice treated with saline, FMT, BMT or FMT combined with BMT was performed. *P* < 0.005 by log‐rank test between FMT combined with BMT and other three groups, *n* = 12 per group.

To better understand the effect of the gut flora on the haematopoietic system, we checked the size of the spleens from each group. The size of the spleens was reduced after irradiation, but restored in the female + TBI, male + TBI and female/male + TBI treatment groups (Figs 2F and G, and EV1C and D). Moreover, these treatment regimens also elevated WBC counts slightly in the peripheral blood (Fig EV1E and G) without affecting blood haemoglobin levels (Fig EV1F and H). Because TBI ablates all marrow and FMT only mitigates TBI‐induced haematopoietic toxicity slightly, we further performed FMT combined with bone marrow transplant (BMT; Fig 2H). After 8 Gy irradiation exposure, the survival rate of mice treated with FMT combined with BMT was much higher than that of mice treated FMT or BMT alone (Figs 2I and EV1I), suggesting that FMT combined with BMT might significantly mitigate irradiation‐induced toxicity.

### FMT restores GI tract function and epithelial integrity after irradiation

On the basis of the aforementioned observations, we further untangled the impact of FMT on GI function and integrity in animals receiving faecal microbiota transferred from the same gender after irradiation exposure. Day 21 after 6.5 Gy TBI, haematoxylin and eosin (H&E) staining revealed a dramatic decrease in the number of intact intestinal villi, which was rescued by gut microbiota treatment (Figs 3A and EV2A). The Alcian Blue periodic acid‐Schiff (AB‐PAS) and periodic acid‐Schiff (PAS) staining further showed that FMT thickened the mucus layer and increased the number of goblet cells obviously which injured by irradiation exposure (Figs 3A and EV2A) in male and female mice. In addition, the total amount of formed stool gathered from the cage of the saline‐treated group was much lower than that of the FMT group (Figs 3B and C, and EV2B and C). Moreover, FMT decreased the radiation‐heightened FITC–dextran level in peripheral blood (Figs 3D and EV2D), suggesting that FMT improves GI tract function and epithelial integrity in irradiated animals. Using quantitative polymerase chain reaction (qPCR), we further validated the finding that the expression of *Muc2*,* Glut1* (*Slc2a1*), *Pgk1*, intestinal trefoil factor (*TFF3/ITF1*) and multidrug resistance protein 1 (*MDR1*) (Figs 3E–I and EV2E–I), which all participate in epithelial integrity maintaining after toxic stimuli, reached about threefold higher levels in the small intestine tissues of both irradiated male and female mice after FMT. Together, our observations demonstrate that gavage of gut microbiota improves GI tract function and epithelial integrity after irradiation.

**Figure 3:**
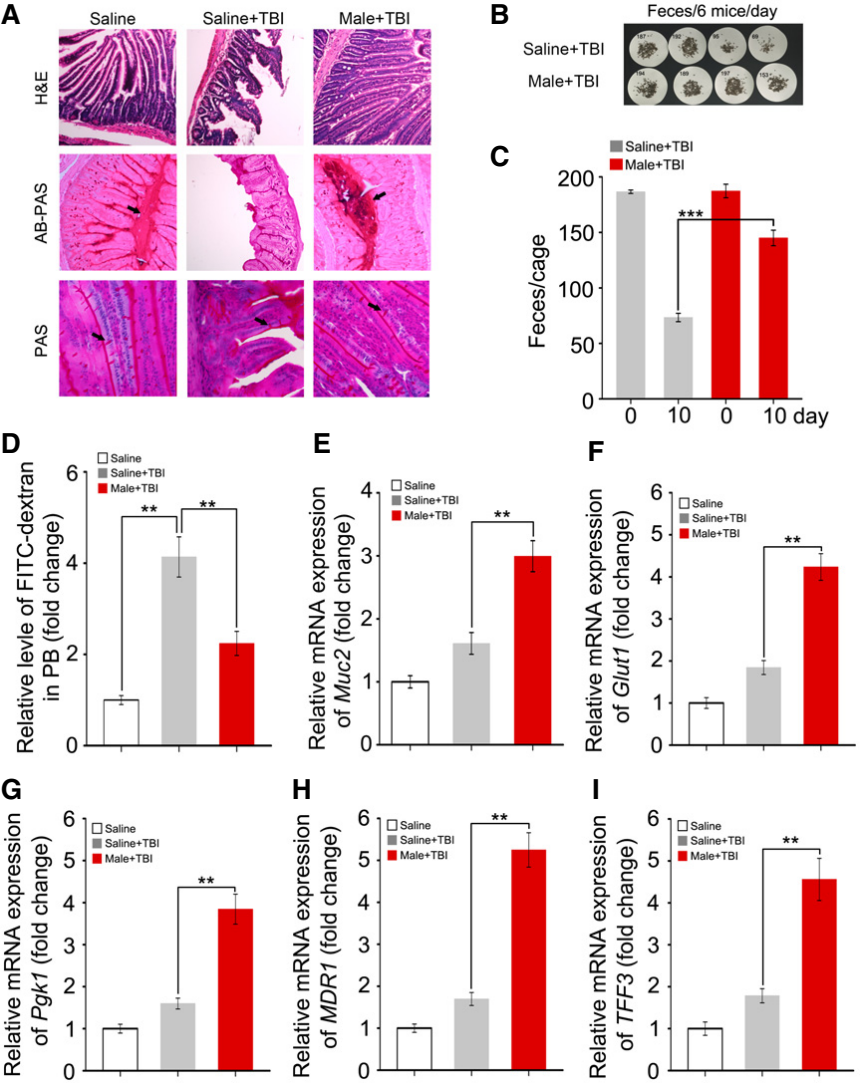
FMT ameliorates GI tract function and epithelial integrity after irradiation Male mice were separated into two groups after 6.5 Gy gamma ray exposure, where one cohort was treated with saline as a control and the other was treated with sex‐matched FMT. 
AThe morphology of the small intestine in the radiation‐induced mice treated with saline or sex‐matched FMT was shown by H&E, AB‐PAS and PAS staining; the small intestine tissues were obtained at day 21 after TBI. The arrows point to the mucus layer or goblet cells.B, CFaecal pellet counts removed from cage bedding on 3 day from representative cages is shown. Mean ± SD, *n* = 6 mice per treatment, ***P < 0.001 by Student's *t*‐test between Saline + TBI and Male + TBI group.DThe FITC–dextran in peripheral blood from saline‐treated and sex‐matched FMT mice was assessed at day 21 after irradiation exposure. Mean ± SD. Significant differences are indicated: **P < 0.01; Student's *t*‐test, *n* = 6 per group.E–IThe expression levels of *Muc2*,* Glut1*,* Pgk1*,* MDR1* and *TFF3* were examined in small intestine tissues from saline‐treated and sex‐matched FMT mice by quantitative PCR; the small intestine tissues were obtained at day 21 after TBI. Mean ± SD. Significant differences are indicated: **P < 0.01; Student's *t*‐test, *n* = 12 per group.

**Figure EV2:**
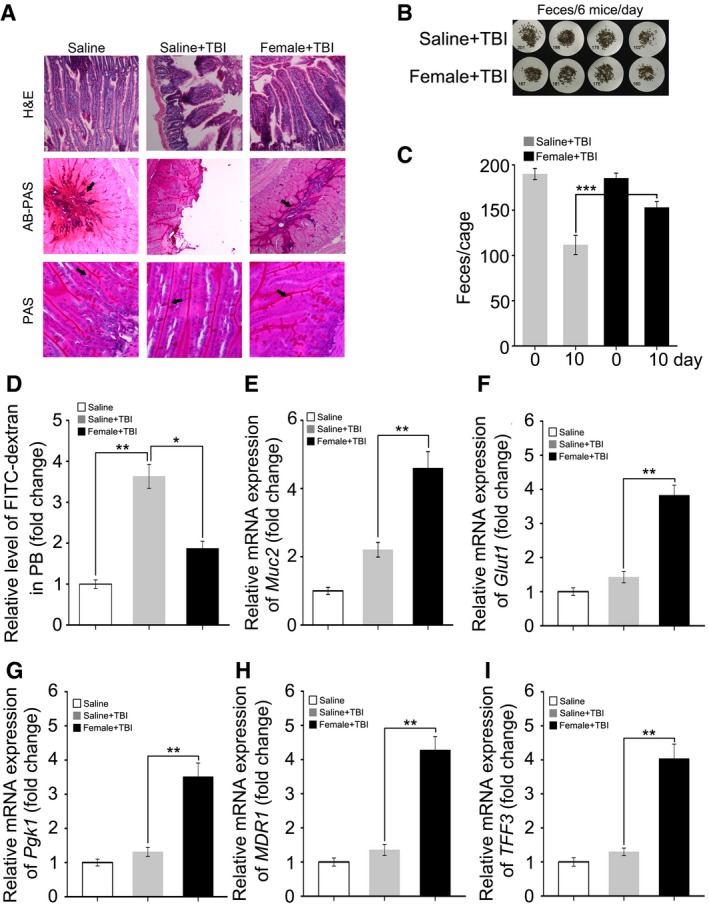
Faecal microbiota transplant ameliorates GI tract function and epithelial integrity after irradiation Female mice were separated into two groups after 6.5 Gy gamma ray exposure, one cohort was treated with saline as control, and the other was treated with sex‐matched FMT. 
AThe morphology of small intestine in radiation‐induced mice treated with saline or sex‐matched FMT is shown by H&E, AB‐PAS and PAS staining, the small intestine tissues were obtained at day 21 after TBI. The arrows point to the mucus layer or goblet cells.B, CFaecal pellet counts removed from cage bedding per 3 day from representative cages. Mean ± SD, *n* = 6 mice per treatment. ***P < 0.001 by Student's *t*‐test between Saline + TBI and Female + TBI group.DThe FITC–dextran in peripheral blood from saline‐treated and sex‐matched FMT mice was assessed at day 21 after irradiation exposure. Mean ± SD. Significant differences are indicated: *P < 0.05, **P < 0.01; Student's *t*‐test, *n* = 6 per group.E–IThe expression levels of *Muc2*,* Glut1*,* Pgk1*,* MDR1* and *TFF3* were examined in saline‐treated and sex‐matched FMT mice by quantitative PCR, the small intestine tissues were obtained at day 21 after TBI. Mean ± SD. Statistically significant differences are indicated: **P < 0.01; Student's *t*‐test, *n* = 12 per group.

### FMT alters gut bacterial composition structure after irradiation

To elucidate the mechanism of FMT mitigating radiation‐induced toxicity, we performed 16S rRNA sequencing to analyse the bacterial taxonomic composition in faecal microbiota‐treated and saline‐treated animals. Irradiation caused persistent dysbiosis in the gut bacterial ecosystem at days 5 and 10, and FMT effectively erased these changes; in male mice, for example, irradiation continually decreased the frequency of *Bacteroides* (or *Lactobacillus*) at the genus level (Fig 4A), but male + TBI treatment increased (or stabilized) the frequency of *Bacteroides* (or *Lactobacillus*) at day 5 (Fig 4B). In contrast, female + TBI treatment led to a reduction in *Bacteroides* and a bloom in *Lactobacillus* at day 5, whereas female/male + TBI treatment led to opposite alterations in the flora (Fig EV3A and B). At day 10, the frequency of *Bacteroides* and *Lactobacillus* dropped in all gut microbe‐treated male mice (Figs 4A and B, and EV3A and B). Moreover, in the saline and female treatment groups, the frequency of *Prevotella* at the genus level decreased progressively (Figs 4C and EV3C), whereas the frequency of *Prevotella* was increased in male and female/male treatment cohorts (Figs 4D and EV3D). In female mice, the frequency of *Bacteroides* was elevated at day 5 and then declined to a lower level at day 10 in almost all animals (Figs 4E and F, and EV3E and F). Notably, female + TBI treatment recovered the frequency of *Bacteroides* to the level of controls at day 10 (Fig 4F). In addition, at day 10, the saline, male and female/male treatment groups showed a reduction in the *Prevotella* frequency at the genus level (Figs 4G and EV3G and H), but the female treatment group exhibited the reverse outcome (Fig 4H). Thus, our observation indicates that FMT has a profound influence on the radiation‐altered gut bacterial composition.

**Figure 4:**
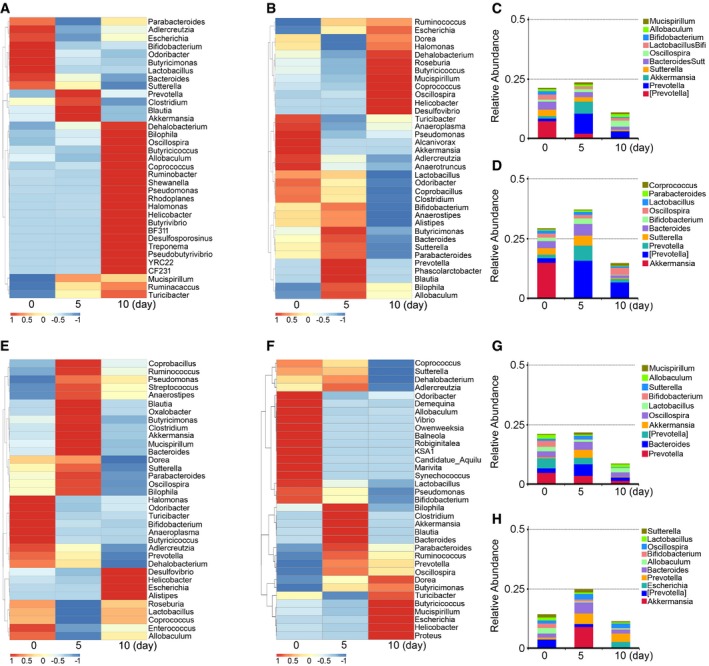
FMT alters the gut bacterial composition profile after irradiation A, BThe alteration of intestinal bacterial patterns at the genus level in saline‐treated (A) and sex‐matched FMT (B) male mice was assessed using 16S high‐throughput sequencing after irradiation at days 5 and 10, *n* = 4. The heat map is colour‐based on row *Z*‐scores. The mice with the highest and lowest bacterial level are in red and blue, respectively.C, DThe relative abundances of the top 10 bacteria at the genus level in saline‐treated (C) and sex‐matched FMT (D) male mice were assessed using 16S high‐throughput sequencing after irradiation at days 5 and 10, *n* = 4.E, FThe alterations of intestinal bacterial patterns at the genus level in saline‐treated (E) and sex‐matched FMT (F) female mice were assessed using 16S high‐throughput sequencing after irradiation at days 5 and 10, *n* = 4. The heat map is colour‐based on row *Z*‐scores. The mice with the highest and lowest bacterial level are in red and blue, respectively.G, HThe relative abundances of the top 10 bacteria at the genus level in saline‐treated (G) and sex‐matched FMT (H) female mice were assessed using 16S high‐throughput sequencing after irradiation at days 5 and 10, *n* = 4.

**Figure EV3:**
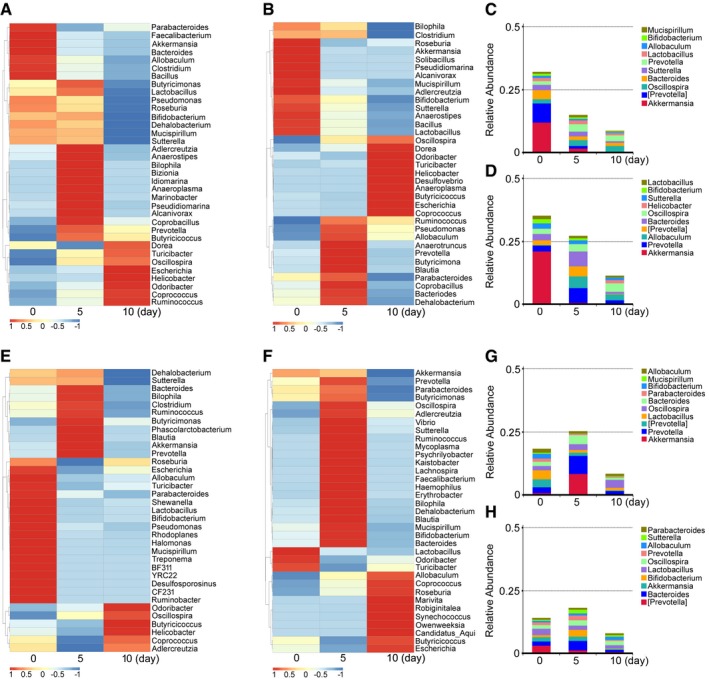
Faecal microbiota transplantation alters gut bacterial composition profile after irradiation A, BThe alteration of intestinal bacterial patterns at the genus level in sex‐mismatched FMT (A) and sex‐mixed FMT (B) male mice was assessed using 16S high‐throughput sequencing after irradiation at days 5 and 10, *n* = 4. The heat map is colour‐based on row *Z*‐scores. The mice with the highest and lowest bacterial level are in red and blue, respectively.C, DThe relative abundance of top 10 bacteria at the genus level in sex‐mismatched FMT (C) and sex‐mixed FMT (D) male mice was assessed using 16S high‐throughput sequencing after irradiation at days 5 and 10, *n* = 4.E, FThe alteration of intestinal bacterial patterns at the genus level in sex‐mismatched FMT (E) and sex‐mixed FMT (F) female mice was assessed using 16S high‐throughput sequencing after irradiation at days 5 and 10, *n* = 4. The heat map is colour‐based on row *Z*‐scores. The mice with highest and lowest bacterial level are in red and blue, respectively.G, HThe relative abundance of top 10 bacteria at the genus level in sex‐mismatched FMT (G) and sex‐mixed FMT (H) female mice was assessed using 16S high‐throughput sequencing after irradiation at days 5 and 10, *n* = 4.

Next, principal component analysis (PCA) was used to further determine the role of FMT in changing the intestinal bacterial flora profile. As shown in Fig 5A, the gut bacterial composition profile substantially changed after radiation exposure at day 10 in male mice and was inhibited by gut microbial therapy (Figs 5B and EV4A and B). As expected, irradiation exposure shaped the intestinal bacterial composition of female mice, and microbial therapy altered the composition of faecal microbial flora in these animals (Figs 5C and D, and EV4C and D). Specifically, irradiation exposure caused a down‐regulation of the relative abundance of Bacteroidetes (or Firmicutes) at the phylum level in male mice (or in female mice) at day 10, but FMT reversed this down‐regulation (Figs 5E–H and EV4E–H). Together, our observation demonstrates that gut microbiota treatment preserves the gut bacterial composition in both male and female mice after exposure to radiation.

**Figure 5:**
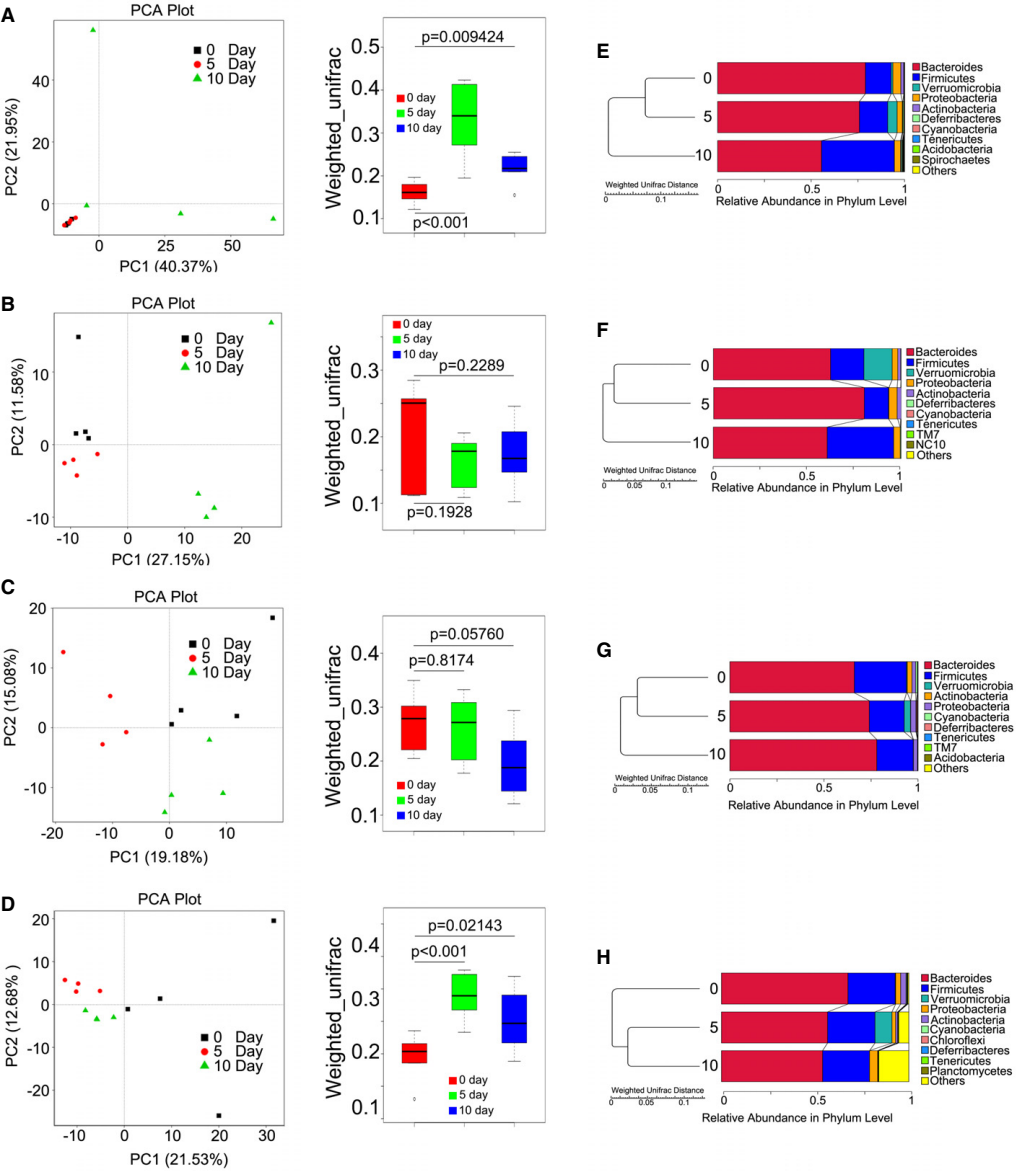
FMT changes gut bacterial community structure after irradiation Male and female mice were separated into two groups after 6.5 Gy gamma ray exposure, where one cohort was treated with saline as control and the other was treated with sex‐matched FMT.
A, BPrincipal component and β‐diversity analysis were used to measure the shift of the intestinal bacterial composition profile in saline‐treated (A) and sex‐matched FMT (B) male mice after irradiation at days 5 and 10, *n* = 4. Statistically significant differences are indicated: Wilcoxon rank sum test. The top and bottom boundaries of each box indicate the 75^th^ and 25^th^ quartile values, respectively, and lines within each box represent the 50^th^ quartile (median) values. Ends of whiskers mark the lowest and highest diversity values in each instance.C, DPrincipal component and β‐diversity analysis were used to measure the shift of the intestinal bacterial composition structure in saline‐treated (C) and sex‐matched FMT (D) female mice after irradiation at days 5 and 10, *n* = 4. Statistically significant differences are indicated: Wilcoxon rank sum test. The top and bottom boundaries of each box indicate the 75^th^ and 25^th^ quartile values, respectively, and lines within each box represent the 50^th^ quartile (median) values. Ends of whiskers mark the lowest and highest diversity values in each instance.E, FThe relative abundances of enteric bacteria at the phylum level in saline‐treated (E) and sex‐matched FMT (F) from male mice were assessed using 16S high‐throughput sequencing after irradiation at days 5 and 10.G, HThe relative abundances of enteric bacteria at the phylum level in saline‐treated (G) and sex‐matched FMT (H) from female mice were assessed using 16S high‐throughput sequencing after irradiation at days 5 and 10.

**Figure EV4:**
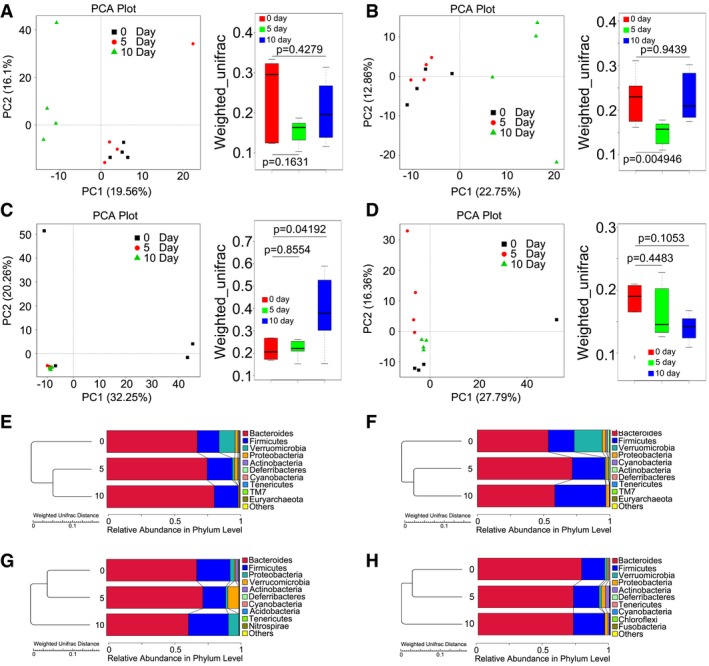
FMT shifts gut bacterial composition profile after irradiation A, BPrincipal component and β‐diversity analysis were used to measure the shift of intestinal bacterial composition profile in sex‐mismatched FMT (A) and sex‐mixed FMT (B) male mice after irradiation at days 5 and 10, *n* = 4. Statistically significant differences are indicated: Wilcoxon rank sum test. The top and bottom boundaries of each box indicate the 75^th^ and 25^th^ quartile values, respectively, and lines within each box represent the 50^th^ quartile (median) values. Ends of whiskers mark the lowest and highest diversity values in each instance.C, DPrincipal component and β‐diversity analysis were used to measure the shift of intestinal bacterial composition structure in sex‐mismatched FMT (C) and sex‐mixed FMT (D) female mice after irradiation at days 5 and 10, *n* = 4. Statistically significant differences are indicated: Wilcoxon rank sum test. The top and bottom boundaries of each box indicate the 75^th^ and 25^th^ quartile values, respectively, and lines within each box represent the 50^th^ quartile (median) values. Ends of whiskers mark the lowest and highest diversity values in each instance.E, FThe relative abundance of enteric bacteria at the phylum level in sex‐mismatched FMT (E) and sex‐mixed FMT (F) from male mice was assessed using 16S high‐throughput sequencing after irradiation at days 5 and 10.G, HThe relative abundance of enteric bacteria at the phylum level in sex‐mismatched FMT (G) and sex‐mixed FMT (H) from female mice was assessed using 16S high‐throughput sequencing after irradiation at days 5 and 10.

### FMT retains the gene expression profile of the small intestine after irradiation

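RNA of the small intestine was hybridized to 1-colour (Cy3) arrays that carry mRNA and lncRNA probes. The mice had received 6.5 Gy and were euthanized at day 21. The files analysed here hold 3 arrays each of saline-treated and sex-matched FMT male mice, and 3 arrays each of saline-treated and sex-matched FMT female mice. The methods name 3 mice for saline and, for sex-matched FMT, the gut microbes of 3 donors of each sex. Whether RNA of several mice was pooled is not stated. For each array the authors deposited the spot intensities of Agilent Feature Extraction, which are corrected for background within the array and not normalized between arrays. Every array has 180880 spots, of which 4974 are controls, and the rest belong to 97836 probes. The files have no column for the gene or the class of a probe, so the class was set by the probe identifier. The 39027 probes with an Agilent catalogue identifier were taken as mRNA probes. The other 58809, most with NONCODE, RIKEN, RefSeq or Ensembl identifiers, were taken as lncRNA probes. Intensities were put on the log2 scale, the 75th percentile of each array was subtracted, repeated probes were averaged, and groups were compared with limma. A probe was tested when it was well above background in every array of at least 1 of the groups compared. The threshold was that of the paper, a change of more than 2.0-fold with a Benjamini-Hochberg adjusted p-value below 0.05.

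Detection differed between arrays. Of the mRNA probes, 17128, 15428 and 24068 were well above background in the saline-treated male mice 1, 2 and 3, and from 24737 to 24922 in the sex-matched FMT male mice. In female mice the numbers were 18392, 26921 and 26591 with saline and 28116, 27222 and 21092 with sex-matched FMT. The intensities of the negative control spots had an SD of 28 and 40 in the saline-treated male mice 1 and 2. This SD was 6.5 in saline-treated male mouse 3 and from 8.1 to 9.1 in the sex-matched FMT male mice. In female mice it ranged from 4.8 to 10.9 with saline and from 8.1 to 15.8 with sex-matched FMT. It was marked as out of range for the saline-treated male mice 1 and 2 and the saline-treated female mouse 1. The same mark was set for the sex-matched FMT female mice 2 and 3. Slides hold 4 arrays each, and treatment was not balanced over them. The slide with the barcode ending in 24 holds saline-treated male mouse 3 and all the sex-matched FMT male mice, while saline-treated male mice 1 and 2 share slide 23 with the sex-matched FMT female mice 2 and 3. Slide 22 holds all the saline-treated female mice and sex-matched FMT female mouse 1. All 3 slides were scanned on 13 October 2015.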

To further decipher the protective mechanism of FMT, we performed gene ontology (GO) analysis using small intestine tissues from saline and sex‐matched FMT treatment groups. 

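In male mice, 23453 mRNA probes were tested between 3 sex-matched FMT and 3 saline arrays. None passed the threshold (0 probes), and the smallest adjusted p-value was 0.946 (limma with Benjamini-Hochberg adjustment). By fold change alone, 496 mRNA probes differed by more than 2-fold, 419 of them higher and 77 lower after sex-matched FMT. The filter needs a probe above background in every array of 1 group. The lowest saline array had 15428 such mRNA probes, against at least 24737 in the sex-matched FMT arrays. More probes thus entered for being bright after FMT, so the split by direction may partly follow detection. The standard error of a log2 fold change had a median of 0.291. Without adjustment for multiple tests, 299 mRNA probes had a p-value below 0.05 and a change of more than 2-fold. Arrays with the same replicate number in the labels did not deviate together. The deviations of their mRNA probes from the group means had a mean correlation of -0.105 across probes, where arrays that deviate together would give a positive value. The value for different numbers (0.058) follows from it, since the deviations within a group sum to 0. With the replicate number as a block the count stayed at 0. Leaving out any of the 6 arrays also left 0 probes past the threshold. Adding the slide as a factor, in a fit of the 12 saline and sex-matched FMT arrays of both sexes, gave more than 0 mRNA probes. That fit sets the sex-matched FMT male arrays against saline-treated male mouse 3 alone, so its count is not used. The GO step cannot be repeated from the files alone, since they do not tie mRNA probes to genes. The paper ranked the GO terms of the genes it selected in male mice and reports that the leading terms mostly concerned innate and adaptive immunity.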

Interestingly, compared with the saline treatment group, the top 30 terms exhibiting significant expression alterations were mostly involved in innate and adaptive immunity in male mice treated with sex‐matched FMT (Fig 6A). 

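In female mice, 21356 mRNA probes were tested between 3 sex-matched FMT and 3 saline arrays. Of these, 0 passed the threshold, with a smallest adjusted p-value of 0.135 (limma). More than 2-fold changes were seen for 1267 mRNA probes, of which 680 were higher and 587 lower after sex-matched FMT, and the median standard error of a log2 fold change was 0.318. With unadjusted p-values, 1013 mRNA probes passed. The number that passed with adjustment ranged from 0 to 116 when each array was left out in turn. With the replicate number of the labels as a block, 225 mRNA probes passed. The methods call the samples paired and do not say which arrays form a pair. Arrays with the same number deviated from their group means with a mean correlation of -0.125 across probes, where pairs that deviate together would give a positive value. The value for different numbers (0.064) follows from it.

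The effect of sex-matched FMT was also compared between the sexes. In a fit of the 12 saline and sex-matched FMT arrays, the interaction of sex and treatment was tested for 23844 mRNA probes, and 0 passed the threshold (smallest adjusted p-value 0.592, limma). Again without adjustment, 859 probes passed. With the slide as a factor more than 0 passed with adjustment, but each sex then has a group with a single array, so that count is not used. Across the 20923 mRNA probes tested in both sexes, the log2 fold changes of male and female mice had a Pearson correlation of 0.168 and a Spearman correlation of 0.165. Probes are not independent replicates, and leaving out single arrays moved the Pearson value between -0.031 and 0.335. Terms such as fatty acid beta-oxidation could not be recomputed without gene names. The paper sets the metabolic GO terms of female mice against the immune terms of male mice. From this it proposes that microbiota of each sex lead to a different physiologic status.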

However, sex‐matched FMT altered the expression of genes involved in metabolism in irradiated female mice, including genes required for cellular lipid catabolic processes and fatty acid beta‐oxidation (Fig 6B), suggesting that different sex‐specific intestinal microbiota dictates their divergent physiologic status. In addition, we assessed the mRNA expression profile of genes involved in immunity and metabolism by cluster analysis and found remarkable changes in the immune and metabolic gene expression profiles between the gut microbe‐treated experimental group and the saline‐treated group (Fig 6C–F), indicating that the hosts are responsive to intestinal microbiota treatment. 

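The similarity of the arrays was examined on mRNA probes that were well above background in every array, since the genes of the heat maps cannot be picked out of the files. Across the 14047 probes detected in all 20 arrays, pairs of saline-treated male mice had a mean Pearson correlation of 0.948 (3 pairs) and pairs of sex-matched FMT male mice one of 0.967 (3 pairs). A saline-treated and a sex-matched FMT male mouse had a mean correlation of 0.960 (9 pairs), which lies between those of the replicates. In female mice the mean was 0.952 within saline, 0.940 within sex-matched FMT and 0.935 between the treatments. In a principal component analysis of the 12 arrays over 14697 mRNA probes, the first component held 35.3% of the variance. The saline-treated male mouse 3 (64.4) and the saline-treated female mouse 2 (56.8) lay at its upper end, apart from the other saline-treated mice of their sex, which lay between -20.2 and 4.6. Sex-matched FMT mice ranged from -41.2 to 30.9. The mean of the FMT arrays minus that of the saline arrays was -23.4 on this component (exact permutation test within sex, p = 0.255, adjusted 0.51 over 4 tests on the component). From the heat maps of immune and metabolic genes, the paper concludes that the hosts responded to the microbiota.

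**Figure D1:**
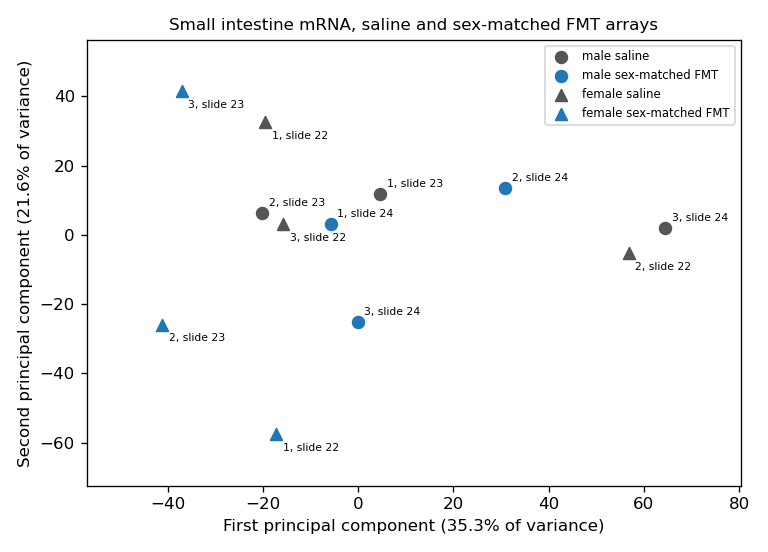
First (x axis) and second (y axis) principal component of the 12 saline and sex-matched FMT arrays over log2 intensities, with the share of variance on each axis and each point an array marked with its replicate number and slide, circles for male and triangles for female mice. On the first axis the saline arrays of male mouse 3 (64.4) and female mouse 2 (56.8) lie apart from the rest, and the treatments overlap.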

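For sex-mismatched FMT and for sex-mixed FMT the files hold 2 arrays per sex, which were compared with the 3 saline arrays of the same sex by the same steps. The paper gives no number of mice for the arrays of these groups. Sex-mismatched FMT comes from donors of the other sex and sex-mixed FMT from donors of both. Of the mRNA probes, 29896 and 30522 were well above background in the sex-mismatched FMT male mice and 27259 and 25888 in the sex-mixed FMT male mice. The female mice had 30192 and 30040 with sex-mismatched FMT and 25967 and 28115 with sex-mixed FMT. The negative control spots had an SD from 3.0 to 7.5 in these 8 arrays. All 8 were scanned on 15 November 2016, with the male mice on slide 70 and the female mice on slide 71, whereas all saline and sex-matched FMT arrays were scanned on 13 October 2015 on other slides. No slide and no scan date holds both saline and either of these treatments, so the scan date and the treatment cannot be told apart in the comparisons with saline. Sex-mixed and sex-mismatched FMT share a slide in each sex and were also compared with each other.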

We also compared the gene expression profile of small intestine tissues from irradiated mice between saline treatment and sex‐mismatched (or sex‐mixed) groups. GO analysis revealed that sex‐mismatched (or sex‐mixed) FMT‐enriched top 30 terms were quite different from those altered by sex‐matched FMT in male (Appendix Fig S2A–D) and female mice (Appendix Fig S3A–D), which further validated that the effect of sex‐specific intestinal microbiota on hosts was different. 

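In male mice, 3227 of 29195 mRNA probes passed the threshold between sex-mismatched FMT and saline, 2238 of them higher and 989 lower after FMT (limma, 2 arrays against 3). Sex-mixed FMT gave 5881 of 25477 mRNA probes, 4359 higher and 1522 lower. The female mice had 6289 of 29206 mRNA probes past the threshold with sex-mismatched FMT, of which 4459 were higher, and 6740 of 25226 with sex-mixed FMT, of which 5483 were higher. Sex-matched FMT had given 0 in either sex. The comparisons of sex-mismatched and sex-mixed FMT with saline follow the scan date, and no within-date value exists for them. The lowest saline array had 15428 mRNA probes above background in male and 18392 in female mice. Every array of these 2 treatments had at least 25888. The filter thus admits more probes that are bright after FMT, and the directions may partly follow detection. Within a slide, sex-mixed against sex-mismatched FMT gave 0 mRNA probes past the threshold in male mice (29107 tested, smallest adjusted p-value 0.384, limma) and 0 in female mice (28700 tested, smallest adjusted p-value 0.167, limma). With 2 arrays against 2, these counts do not exclude differences between the treatments.

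Across mRNA probes, the log2 fold changes of sex-mismatched and sex-matched FMT against saline had a Pearson correlation of 0.227 in male and 0.256 in female mice. For sex-mixed and sex-matched FMT the values were 0.359 and 0.223. With single arrays left out, the values for sex-mismatched FMT ranged from 0.151 to 0.436 in male and from 0.079 to 0.439 in female mice. Those for sex-mixed FMT ranged from 0.252 to 0.480 in male and from 0.064 to 0.415 in female mice. The fold changes of sex-mismatched and sex-mixed FMT correlated at 0.929 in male and 0.955 in female mice, and 2794 and 5039 mRNA probes passed the threshold with both, all in the same direction. Each pair of comparisons shares its saline arrays, which by itself raises the correlation, and probes are not independent replicates. With few arrays, single ones moved the counts. In male mice with sex-mismatched FMT, the count ranged from 0 to 7949 when each array was left out in turn, and without a filter on dim probes the count of sex-mixed FMT in male mice was 0.

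With the replicate number of the labels as a block, the counts of mRNA probes in male mice were 6471 for sex-mismatched and 8594 for sex-mixed FMT. In female mice they were 5860 and 4505. Only saline has a replicate 3, so this block takes that array out of the comparison. Simply leaving it out gave 7949 and 8576 in male and 1434 and 2824 in female mice. The counts with the block therefore cannot be read as an effect of pairing. The deviations of arrays with the same number from their group means had a mean correlation across probes of -0.032 for sex-mismatched and -0.187 for sex-mixed FMT in male mice. For female mice these values were 0.084 and -0.0007. Those for different numbers (0.016 and 0.093 in male, -0.042 and 0.0004 in female mice) follow from them and add no information.

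The largest changes among mRNA probes whose arrays separated completely are given by probe identifier. A_55_P2092633 is among the 5 largest of all 4 comparisons. Relative to the 75th percentile of the array, its log2 intensity was 2.39 ± 0.53 (SD, n = 2) after sex-mismatched FMT and 2.26 ± 1.21 (SD, n = 2) after sex-mixed FMT in male mice, against -2.78 ± 0.37 (SD, n = 3) with saline and -2.59 ± 1.09 (SD, n = 3) after sex-matched FMT. In female mice it was 3.42 ± 0.20 (SD, n = 2), 2.83 ± 0.77 (SD, n = 2), -2.63 ± 0.20 (SD, n = 3) and -1.76 ± 1.46 (SD, n = 3) in the same order. Its log2 fold change against saline after sex-mismatched FMT was 5.17 (standard error 0.38, adjusted p = 0.0225, limma) in male mice. In female mice it was 6.04 (standard error 0.29, adjusted p = 0.00173, limma). After sex-mixed FMT the values were 5.04 and 5.46. With another background correction (normexp) they were 3.98 and 4.84, and 3.81 and 4.21 for sex-mixed FMT. Of the 20 named results, only 2 had the probe above background in every array compared. The size of the other fold changes thus depends on intensities near background. In male mice, A_55_P2035117 rose by 5.30 and 5.00 and A_55_P2026964 by 5.20 and 5.25 on the log2 scale after sex-mismatched and sex-mixed FMT. A_52_P489202 rose by 5.86 and A_55_P1974243 by 5.28 after sex-mismatched FMT, and A_55_P2158176 by 5.28 and A_52_P628067 by 5.27 after sex-mixed FMT. Since non-uniform spots were left out, A_52_P489202 had no value after sex-mixed FMT in either sex. After sex-matched FMT in male mice it had a value in 1 array (3.84). A_55_P1974243 had a value in 1 array after sex-mixed FMT in male mice (0.54). With such gaps, neither rise can be read as specific to sex-mismatched FMT. In female mice, A_51_P428360 rose by 6.46 and 6.68 and A_66_P134474 by 6.12 and 5.86 after sex-mismatched and sex-mixed FMT. A_55_P1981814 fell by 5.97 after sex-mismatched FMT and fell by 5.50 after sex-mixed FMT. Unlike A_55_P2092633, it was also lower after sex-matched FMT (-0.23 ± 0.91, SD, n = 3) than with saline (2.98 ± 0.37, SD, n = 3). A_55_P1953783 rose by 5.66 after sex-mismatched FMT and A_51_P279693 by 6.90 after sex-mixed FMT, again in female mice. The log2 intensity of A_55_P1953783 was similar after both (5.05 ± 0.17 and 4.83 ± 0.65, SD, n = 2 each). That of A_51_P279693 was -3.90 ± 0.61 (SD, n = 2) after sex-mismatched and 2.37 ± 0.06 (SD, n = 2) after sex-mixed FMT. With saline it was -4.53 ± 1.00 (SD, n = 3). From the GO terms, which cannot be recomputed without gene names, the paper concludes that the effect of sex-specific microbiota on the hosts differed.

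**Figure D2:**
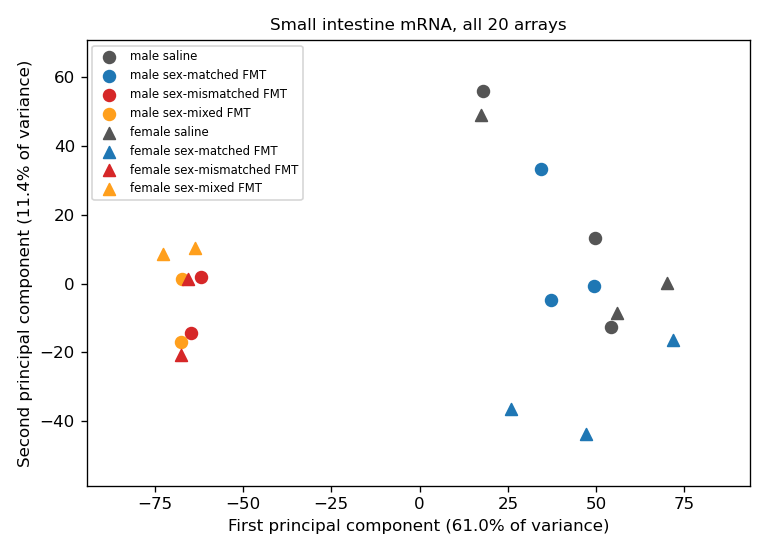
First (x axis) and second (y axis) principal component of all 20 arrays over the log2 intensities of 14047 mRNA probes, with the share of variance on each axis, circles for male and triangles for female mice, coloured by treatment. The first component, with 61.0% of the variance, places every sex-mismatched and sex-mixed FMT array (scanned in 2016) between -72.6 and -61.9 and every saline and sex-matched FMT array (scanned in 2015) between 17.3 and 71.9.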

Given that lncRNAs have been reported to have an important role in immunity and metabolism modulation, we examined the lncRNA expression patterns related to the mRNAs in our study and observed that lncRNA expression was retained in sex‐matched FMT‐treated mice (Appendix Figs S4–S7), indicating that the intestinal microbiota transplant affects the host's mRNA and lncRNA expression profiles to mitigate radiation‐induced toxicity.

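In male mice, 20412 lncRNA probes were tested between sex-matched FMT and saline, and 0 passed the threshold (smallest adjusted p-value 0.946, limma, 3 arrays against 3). By fold change alone, 616 differed by more than 2-fold, 539 of them higher and 77 lower after FMT. As with the mRNA probes, this split may partly follow detection. The lowest saline array had 8945 lncRNA probes above background, against at least 22827 after sex-matched FMT. In female mice 18080 lncRNA probes were tested and 0 passed (smallest adjusted p-value 0.135, limma), while 1403 differed by more than 2-fold, 944 higher and 459 lower. The median standard error of a log2 fold change was 0.289 in male and 0.317 in female mice. With the replicate number as a block, the number past the threshold was 0 in male and 191 in female mice. The slide as a factor gave more than 0 lncRNA probes in both sexes. That fit rests on a single saline array in male and a single sex-matched FMT array in female mice, so its counts are not used. No lncRNA probe met the rule for naming single probes, which requires passing the threshold. Which lncRNAs the paper related to its mRNAs was not traced, since its main text does not name them. Setting these lncRNAs beside the mRNAs, the paper concludes that the microbiota transplant acts on both the mRNA and the lncRNA expression profile of the host.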

**Figure 6:**
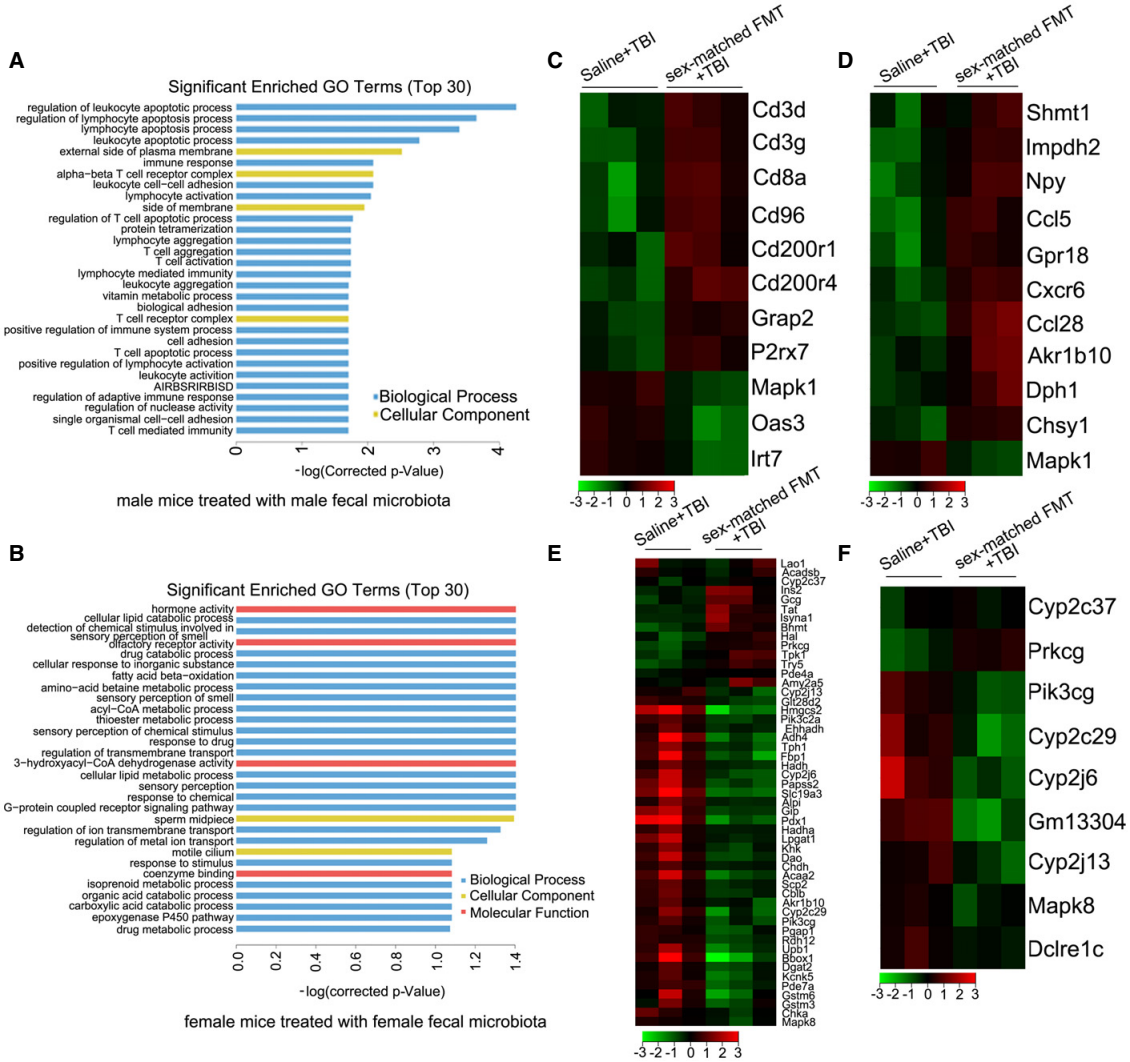
FMT retains the gene expression profile of the small intestine after irradiation Male and female mice were separated into two groups after 6.5 Gy gamma ray exposure, where one cohort was treated with saline as control and the other was treated with sex‐matched FMT. Twenty‐one days after irradiation, the mice were euthanized, and the small intestine tissues were excised and microarray analysis was performed. 
ASignificantly enriched GO terms (top 30) induced by sex‐matched FMT in male mice. AIRBSRIRBISD, adaptive immune response based on somatic recombination of immune receptors built from immunoglobulin superfamily domains.BSignificantly enriched GO terms (top 30) induced by sex‐matched FMT in female mice.C, DHeat map of genes significantly up‐ and down‐regulated (red and green, respectively) in small intestine tissue from sex‐matched FMT male mice compared with those of controls. The genes were associated with immunity (C) and metabolism (D), and each row represents a single gene.E, FHeat map of genes significantly up‐ and down‐regulated (red and green, respectively) in small intestine tissue from sex‐matched FMT female mice compared with those of controls. The genes were associated with metabolism (E) and immunity (F), and each row represents a single gene.

### FMT enhances angiogenesis but does not accelerate tumour growth

Angiogenesis has been regarded as a protective effector against radiation‐induced toxicity. Thus, we further investigated whether intestinal microbiota transplantation improved angiogenesis in the system. Intriguingly, immunohistochemical (IHC) staining revealed that the expression of F8, a marker for angiogenesis, was elevated in gut microbe‐treated mice compared with that of controls (Fig 7A). qPCR assays further validated that gut microbe transplant up‐regulated the expression level of *Vegf* mRNA in small intestine (Fig 7B), suggesting that FMT accelerates angiogenesis in the small intestine of irradiated male and female mice.

**Figure 7:**
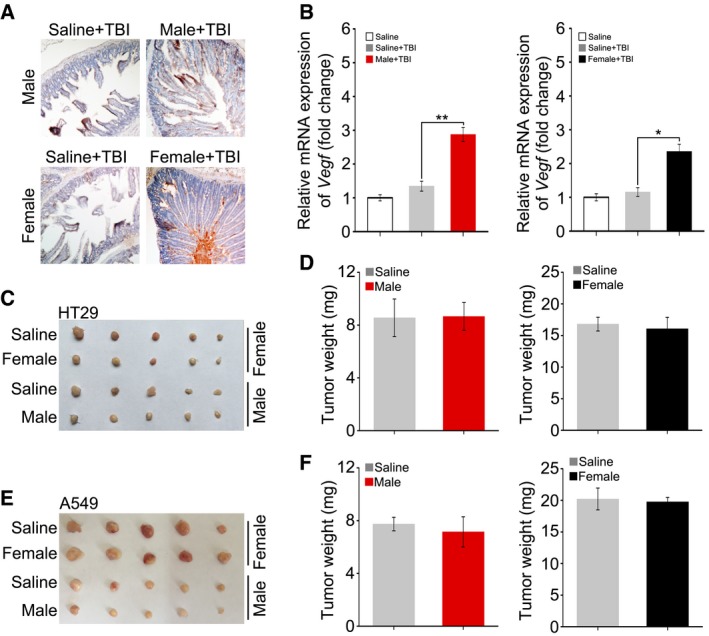
FMT enhances angiogenesis without accelerating tumour growth The level of F8 was assessed in small intestine tissue by immunohistochemistry in saline‐treated and sex‐matched FMT male mice (or sex‐matched FMT female mice).The expression level of *Vegf* in saline‐treated and sex‐matched FMT male mice (or sex‐matched FMT female mice) was examined by quantitative PCR. Mean ± SD. Significant differences are indicated: *P < 0.05, **P < 0.01; Student's *t*‐test, *n* = 12 per group.Photographs of dissected tumours from saline‐treated or sex‐matched FMT C57BL/6 mice transplanted with HT29.The weight of tumours from experimental groups of C57BL/6 mice. Mean ± SD. Significant differences are indicated: none significant; Student's *t*‐test, *n* = 5 per group.Photographs of dissected tumours from saline‐treated or sex‐matched FMT C57BL/6 mice transplanted with A549.The weight of tumours from experimental groups of C57BL/6 mice. Mean ± SD. Significant differences are indicated: none significant; Student's *t*‐test, *n* = 5 per group.

Angiogenesis also shows a positive relationship with tumour development. Radiotherapy is one of the most successful and widely used cancer therapies (Svensson *et al*, 2006). To investigate whether FMT can be used to improve prognosis in tumour radiotherapy, we further examined whether FMT accelerated tumour cell proliferation *in vivo*. Accordingly, C57BL/6 mice were injected with HT29 (or A549) tumour cells subcutaneously (Fig EV5A and B) and treated with faecal microorganisms for 10 days. We found that gut microbe treatment did not significantly change the animals' body weight (Fig EV5C–F) and the volume and weight of the tumours in animals receiving exogenous cancer cells (Fig 7C–F), suggesting that intestinal microbiota transplant might be employed as a radioprotector to improve prognosis in cancer radiotherapy. Together, our data demonstrate that FMT improves angiogenesis without facilitating tumour growth.

**Figure EV5:**
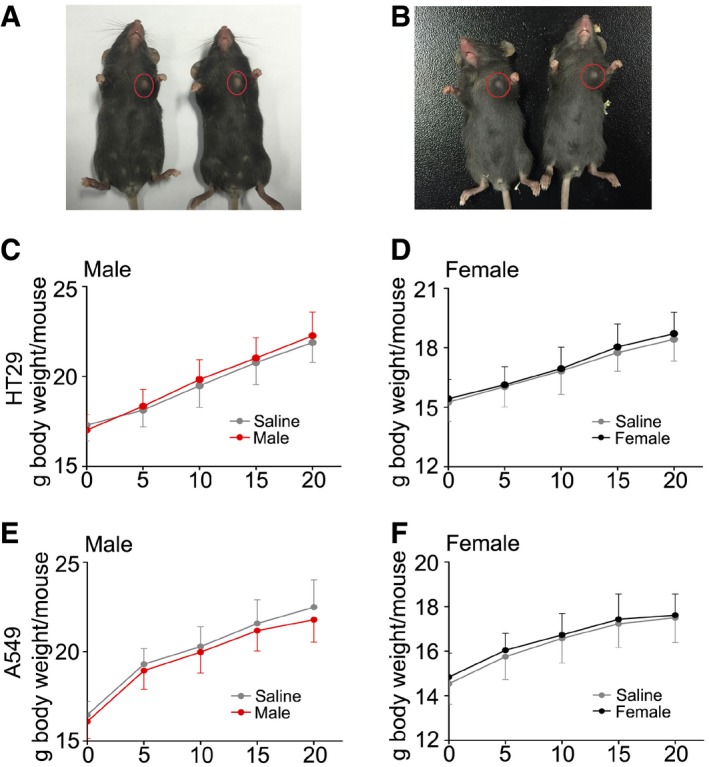
Gavage of gut microbiota enhances angiogenesis without accelerating tumour growth A, BPhotographs of tumours transplanted into female (A) and male (B) C57BL/6 mice subcutaneously.C, DThe body weight curve of male (C) and female (D) C57BL/6 mice transplanted with HT29 subcutaneously. Mean ± SD. None significant; Student's *t*‐test, *n* = 5 per group.E, FThe body weight curve of male and female C57BL/6 mice transplanted with A549 subcutaneously. Mean ± SD. Statistically significant differences are indicated: Student's *t*‐test. None significant; Student's *t*‐test, *n* = 5 per group.

## Discussion

The gastrointestinal tract is inhabited by a dense population of organized and highly specialized microbial flora that collectively modulates host immunity and metabolism. Compositional and functional changes in commensal microbiota are thought to be involved in the pathogenesis of many diseases (Petrof & Khoruts, 2014; Vanhoecke *et al*, 2015). Recently, epidemiological and clinical studies on symbiotic microbiota have experienced a renaissance (Vasconcelos *et al*, 2016). Understanding how the enteric microbiota affects health and disease requires a paradigm shift from focusing on individual pathogens to an ecological approach that considers the community as a whole (Lozupone *et al*, 2012). These intestinal microbes boost biofilm formation by facilitating microbial co‐aggregation and the production of biosurfactants and bacteriocins, which selectively kill other microorganisms to maintain microbiota stability, enhance gut barrier function through interacting with epithelia and modulate the host immune function (Borody & Khoruts, 2012). It is thus possible that pharmacological modification of the intestinal microbiome can be a therapeutic strategy for the treatment of many human diseases (Owyang & Wu, 2014). For example, targeted restoration of the intestinal bacteria is beneficial in treating recalcitrant or recurring *C. difficile* infection (Lawley *et al*, 2012). Strategically, FMT is the most direct and radical way to alter the composition of a human's enteric microbiota to improve the quality of life in patients with inflammatory bowel disease (Moayyedi *et al*, 2015; Wei *et al*, 2015), non‐alcoholic fatty liver disease (Le Roy *et al*, 2013), metabolic syndrome (Vrieze *et al*, 2012) and neuropsychiatric disorders (Xu *et al*, 2015). Thus far however, whether FMT could be used as a therapeutic method to ameliorate radiation‐induced toxicity remains unknown. Given the changes in the microbiota vary with time, we performed FMT to treat irradiated mice for 10 days and observed that FMT preserved the radiation‐impaired enteric bacterial composition during these 10 days. We observed that multiple FMT doses increased the survival rate of irradiated mice suggesting that FMT administration may provide protection against radiation‐induced toxicity. Therefore, our findings support the hypothesis that FMT might emerge as a potential therapeutic option for radiation‐induced death.

Given that multiple factors, such as age and genetics (Lozupone *et al*, 2012), can drive gut microbiota alteration, the use of FMT should follow guidelines. Clinical studies noted that donors with any gastrointestinal complaints, metabolic syndrome, autoimmune diseases or allergic diseases should be excluded (Borody & Khoruts, 2012). Here, our high‐throughput sequencing showed a difference in the intestinal bacterial composition between male and female C57BL/6 mice. Thus, we achieved sex‐matched and mismatched FMT and discovered that the optimal therapeutic efficacy of FMT was obtained when the sex of donors matched recipients. Although sex‐matched, sex‐mismatched and sex‐mixed FMT shaped the gut bacterial composition of irradiated mice efficiently, the frequency of specific bacteria changed by the three kinds of FMT was different, suggesting that the colonization of key bacterial strains might contribute to the efficient of FMT‐mitigated radiation‐induced toxicity. Together, our observations bolster the position that establishing formal guidelines for FMT is imperative to developing therapies or clinical trials.

Given that the clinical components of acute radiation sickness include intricate haematopoietic syndrome and intractable GI syndrome (Waselenko *et al*, 2004), we examined the role of intestinal microbes on mitigating radiation‐induced bone marrow toxicity and GI toxicity. The reduction in the number and/or size of the splenic germinal centre and memory CD4^+^ T cells in germ‐free mice (Cerf‐Bensussan & Gaboriau‐Routhiau, 2010) suggested an important role of gut microbiota in the development of the peripheral immune system. Likewise, we found that FMT was able to restore the size of spleens in irradiated mice, indicating that FMT might similarly strengthen the immune system of radiation‐exposed mice. Owing to gut microbiota treatment elevated WBC counts in the peripheral blood slightly, we further preformed FMT combined with BMT to remedy TBI‐induced toxicity. Notably, comparing with FMT or BMT alone, administration of FMT combined with BMT overtly increased the survival rate of mice after 8 Gy irradiation exposure, suggesting that bone marrow toxicity might be the main limiting factor for therapeutic effect of FMT. On the basis of our investigations, we concluded that FMT improved GI tract function and intestinal epithelial integrity after irradiation, suggesting that FMT could be a potential therapy for radiation‐induced GI toxicity. In agreement with the role of angiogenesis in radioprotection (Okunieff *et al*, 1998), we found that FMT was capable of up‐regulating *Vegf* level in the small intestine of irradiated mice. Because VEGF also facilitates the development of tumorigenesis (Carmeliet & Jain, 2011), we determined whether enteric microbiota transplant could accelerate the growth of cancer cells following subcutaneous implantation of either lung or colon cancer cells into C57BL/6 mice. Our data showed that FMT failed to enhance the proliferation of the carcinoma cells. Therefore, as a potential therapeutic approach to mitigate radiation‐induced toxicity, FMT might be used in tumour radiotherapy to improve the prognosis.

At the molecular level, microarray analysis revealed a marked difference in the mRNA expression profile in small intestine tissues between FMT‐treated and saline‐treated mice. Our observation showed that the gavage of sex‐matched faecal microbiota had distinguishable effects on immunity and metabolism (Marcobal *et al*, 2013; Bromberg *et al*, 2015), suggesting that different sex‐specific gut microbiota performs divergent physiologic status. Given that lncRNAs, which have been primarily studied in the context of genomic imprinting, cancer, and cell differentiation, are now emerging as important regulators of immunity and metabolism (Cui *et al*, 2015a,b; Yao *et al*, 2016), we analysed the related lncRNA expression pattern in parallel. As expected, FMT caused an alteration in the spectrum of lncRNA expression, indicating that gut microbe transplant not only preserves intestinal bacterial composition in hosts but also retains the mRNA and lncRNA expression profile. LncRNAs are able to interact with chromatin at several thousand different locations across multiple chromosomes and govern large‐scale gene expression programmes (Guttman & Rinn, 2012; Vance & Ponting, 2014), and they have been regarded as pivotal modulators of physiologic or pathologic status (Ponting *et al*, 2009). They also regulate gene expression profiles at the post‐transcriptional level through influencing the stability of mRNA (Gong & Maquat, 2011; Kretz *et al*, 2013). Our findings now suggest that the gut microbe transplant‐mediated lncRNA expression profile fluctuations might play important roles in mitigating radiation‐induced injury, which warrants further study.

In conclusion, our work demonstrates that gavage of gut microbes alleviates and protects against radiation‐induced injury in a mouse model. Specifically, FMT is able to heighten the survival rate of irradiated mice. Moreover, FMT improves GI tract function and epithelial integrity to ameliorate irradiation‐induced GI toxicity. Mechanistically, intestinal microbiota transplant preserves the bacterial communities and retains mRNA as well as the lncRNA expression profile in the hosts. Thus, our findings provide new insights into the function of FMT. Clinically, our observations underpin the suggestion that FMT might be employed as a novel therapeutic method for irradiation‐induced injury to improve the prognosis of patients after radiotherapy.

## Materials and Methods

### Animal studies

Six‐ to eight‐week‐old male and female C57BL/6J mice were purchased from Vital River (Beijing, China), mice were housed in the specific pathogen‐free level animal facility at the Institute of Radiation Medicine (IRM), the Chinese Academy of Medical Sciences (CAMS). Mice were kept under standard conditions (ambient temperature 22 ± 2°C, air humidity 40–70% and a 12/12‐h light/dark cycle) and continuous access to a standard diet and water. All male and female mice in this study were of a pure C57BL/6 genetic background and separated into groups randomly, treated according to the guidelines established by the National Institutes of Health Guide (NIH) for use. All experiments were done in accordance with procedures approved by the Daegu‐Gyeongbuk Medical Innovation Foundation (DGMIF) Institutional Animal Care and Use Committee (IACUC). All procedures and animal handlings were performed following the ethical guidelines for animal studies.

### Irradiation studies

A Gammacell^®^ 40 Exactor (Atomic Energy of Canada Limited, Chalk River, ON, Canada) at a dose rate of 1.0 Gy per minute was used for all experiments. Non‐anaesthestized mice were immobilized in a specific steel chamber, and radiation dose was monitored by a dose rate meter (Cui *et al*, 2016). Male (approximately 20 g in body weight) and female (approximately 18 g) mice were treated with a single dose of 6.5 Gy gamma ray at a rate of 1.0 Gy/min (total body irradiation, TBI). After irradiation, the mice were returned to the animal facility for daily observation and treatment as described below. The body weight of radiation‐exposed mice was assessed *dieb. tert*.

### Antibiotics test

Weaning male and female mice (about 4‐week‐old) were treated for 4–6 weeks with ampicillin (1,000 μg/ml) or streptomycin (500 μg/ml) in their drinking water, respectively. The fresh antibiotic solution was prepared every day to promise its activity. Antibiotics were purchased from Sigma‐Aldrich (Saint‐Quentin Fallavier, France). Male (approximately 22 g) and female (approximately 20 g) mice were treated with single dose of 6.5 Gy at a rate of 1.0 Gy/min.

### Donor stool preparation and administration

The healthy 6‐ to 8‐week‐old male and female C57BL/6 mice were kept in same housing and environmental conditions. Conventional, untreated, age‐matched male and female mice were used as donors to collect gut microbiota. The donor's faecal pellets were collected under SPF conditions. Donor stool was freshly prepared on the day of transplant and that in all cases was prepared and transplanted within 4 h. Donor stool was weighed and diluted with 1 ml of saline per 0.1 g of stool. Briefly, the stool was steeped in saline for about 15 min, shaken and then centrifuged at 800 rpm for 3 min. The supernatant was obtained for treatment. The mice in each group were treated with same sample. Same weight of male and female stool was mix to perform male/female gut microbe mixture.

### Peripheral blood cell counts

One hundred microlitres of peripheral blood was obtained from the orbital sinus using a micro‐pipette coated with the anticoagulant, K_2_EDTA, 15 days after 6.5 Gy irradiation. The cell counts included white blood cells (WBCs) and haemoglobin (HGB) was counted using a Celltac E hemocytometer (Nihon Kohden, Japan).

### Measure of spleens

Male (approximately 20 g) and female (approximately 18 g) C56BL/6 mice were treated with single dose of 6.5 Gy gamma ray. After 15 days, the mice were euthanized, and the spleens were excised and measured.

### Formed faecal collection

For this study, six mice (6‐ to 8‐week‐old male or female C57BL/6J mice) were fed in one cage. They were kept under the same environment with other experimental mice. Formed faecal were collected from cage bedding on the day before irradiation, day 1 after irradiation, day 5 after irradiation and day 10 after irradiation. Then, we counted the number of formed stools in both saline group and FMT group.

### Histology

At day 21 after 6.5 Gy TBI, mice were anaesthetized and the entire small intestine was harvested and used to collect tissue for histology. Briefly, small intestine tissues were fixed in 4% paraformaldehyde solution overnight, and 4‐μm paraffin sections were processed to performed H&E and IHC staining. For H&E staining, the sections were dipped in haematoxylin for 10 min and eosin for 3 min (Perez‐Garcia *et al*, 2015). For IHC staining, primary antibody of anti‐F8 (M0616, Dako, Glostrup, Denmark) was used (Koo *et al*, 2009). Small intestine tissues were fixed in methanol‐Carnoy (60% dry methanol, 30% chloroform, 10% glacial acetic acid) solution overnight, and 4‐μm paraffin sections were processed to performed AB‐PAS and PAS staining. For AB‐PAS staining, dewaxed sections were hydrated and incubated in AB for 20 min. Sections were subsequently washed with water before incubation in 1% periodic acid for 10 min followed by incubation in Schiff's reagent for 10 min. Sections were counterstained with Mayer's haematoxylin for 30 s, washed and dehydrated before mounting with Pertex. For PAS staining, dewaxed sections were hydrated and incubated in 1% periodic acid for 10 min followed by incubation in Schiff's reagent for 10 min. Sections were counterstained with Mayer's haematoxylin for 30 s, washed and dehydrated before mounting with Pertex.

### FITC–dextran permeability experiments

The mice were administrated with (or without) sex‐matched FMT following 6.5 Gy total body irradiation. After 21 days, mice were fasted 14 h and gavaged with 60 mg per 100 g body weight of fluorescein isothiocyanate–dextran (FITC–dextran, FD4, 3,000–5,000 kD, Sigma‐Aldrich, Madrid, Spain) in a volume of 0.2 ml. Blood samples were obtained by cardiac puncture at 4 h after administration of FITC–dextran and centrifuged at 860 *g* for 5 min at room temperature to obtain the serum. Fluorescence intensity of each serum sample (DTX 880 Multimode Detector, Beckman Coulter, CA, USA) was measured.

### Quantitative real‐time polymerase chain reaction

Total RNA was extracted from the tissues using TRIzol (Invitrogen, Carlsbad, CA, USA) according to the manufacturer's protocol. Reverse transcription was performed using poly (A)‐tailed total RNA and reverse transcription primer with ImPro‐IIReverse Transcriptase (Promega, Madison, WI, USA), according to the manufacturer's instructions. The Quantitative real‐time polymerase chain reaction (qRT–PCR) was performed according to the instructions of Fast Start Universal SYBR Green Master (Rox) (Roche Diagnostics GmbH Mannheim, Germany). All primers are listed in Appendix Table S1. GAPDH was used as the controls.

### *In vivo* tumorigenicity assay

C57BL/6 mice were housed and treated according to the guidelines established by the National Institutes of Health Guide for the Care and Use of Laboratory Animals. We conducted animal transplantations according to the Declaration of Helsinki. Briefly, HT29 (or A549) cells were harvested and re‐suspended at 2 × 10^7^ cells per ml in sterile phosphate‐buffered saline. Groups of 4‐week‐old male and female C57BL/6 mice (Experiment Animal Center of Peking, China) (each group, *n* = 5) were subcutaneously injected at the shoulder with 0.2 ml of the cell suspensions and treated with faeces microorganism (or saline) for 10 days. After 20 days, tumour‐bearing mice were euthanized, and the tumours were excised and measured.

### Bacterial diversity analysis

For this study, four mice were fed in one cage. Stool samples were freshly collected and stored at −80°C until use. DNA was extracted from the stool using the Power Fecal^®^ DNA Isolation Kit (MoBio Carlsbad, CA USA). The DNA was recovered with 30 ml of buffer in the kit. The 16S ribosomal RNA (rRNA) V4 gene was analysed to evaluate the bacterial diversity using Illumina Hiseq (Novogene Bioinformatics Technology Co., Ltd.). Sequences analysis was performed by Uparse software (Uparse v7.0.1001, http://drive5.com/uparse/). Sequences with ≥ 97% similarity were assigned to the same OTUs. Representative sequence for each OTU was screened for further annotation. For each representative sequence, the Silva123 Database was used based on RDP classifier (Version 2.2, http://sourceforge.net/projects/rdp-classifier/) algorithm to annotate taxonomic information. The primers are listed in Appendix Table S1.

### Microarray analysis

Briefly, three male and female C57BL/6 mice treated with saline were grouped as controls. The gut microbes of three males used to treat male mice and the gut microbes of three females used to treat female mice were regarded as individual experimental groups. The mice were euthanized at day 21 after irradiation, and the small intestine tissues were excised. These three paired samples were used to synthesize double‐stranded complementary DNA (cDNA), and the cDNA was labelled and hybridized to lncRNA + mRNA Capitalbiotech Sureprint Mouse lncRNA Gene Expression 4*180K (CapitalBio Corp, Beijing, China) according to the manufacturer's instructions. The data from the lncRNA + mRNA microarray were used to analyse the data summarization, normalization and quality control using Gene Spring software V11.5 (Agilent). The differentially expressed genes were selected if the change of the threshold values was > 2.0‐fold and if the Benjamini–Hochberg‐corrected *P*‐values were < 0.05. The data were normalized and hierarchically clustered with CLUSTER 3.0 software. The data were visualized with Java Tree view software. GEO accession number: GSE92249.

### Statistical analysis

Each experiment was repeated at least three times. Significance was assessed by comparing the mean values (standard deviation; SD) using Student's *t*‐test and Wilcoxon rank sum test for independent groups as follows: *P < 0.05, **P < 0.01, ***P < 0.001. Kaplan–Meier analysis was performed for survival analysis, and significance between survival curves was determined by a log‐rank test.

## Author contributions

MC, HX and SF designed and performed experiments, analysed data and wrote the paper. LZ, SZ, DL, YL, YZ, QZ, JD, XZ, JZ and LL performed experiments. HW wrote the paper. MC and SF oversaw the entire project, designed experiments, analysed data and wrote the paper.

## Conflict of interest

The authors declare that they have no conflict of interest.

**The paper explained**

**Problem**

Unexpected irradiation exposure causes serious acute radiation syndrome, such as life‐threatening bone marrow and intestinal injury, urgently needing effective therapy. Moreover, radiotherapy towards malignancies inextricably intertwined with acute and late complications due to the side effects of irradiation which are the main challenge for radiation oncologists, medical physicists and radiobiologists. To date, radiation‐induced toxicity remains a conundrum impairing the life quality of victims.

**Results**

Here, we identified that faecal microbiota transplantation (FMT) alleviates radiation‐induced toxicity using mouse model. High‐throughput sequencing showed that male and female mice harboured different intestinal bacterial composition which was associated with susceptibility to radiation toxicity. Transplantation of faecal microbiota from healthy mice to irradiated mice improved gastrointestinal tract function and epithelial integrity of small intestines in a sex‐dependent fashion to ameliorate radiation‐induced toxicity. Importantly, FMT preserves the enteric bacterial composition and retained RNA expression profile of radiation‐exposed mice. In addition, FMT failed to facilitate the proliferation of cancer cell *in vivo*.

**Impact**

Faecal microbiota transplantation can be employed as a therapeutic to ameliorate radiation‐induced toxicity and improve the prognosis of patients after radiotherapy. More important, the sex as well as the age between donors and recipients influences the efficiency of FMT.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Review Process File Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

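The data are 20 arrays of mouse small intestine in 8 groups. Male and female mice had received 6.5 Gy and then saline (3 arrays per sex), sex-matched FMT (3 per sex), sex-mismatched FMT (2 per sex) or sex-mixed FMT (2 per sex). Groups and replicate numbers were taken from the sample labels and checked against the methods. The authors deposited Agilent Feature Extraction output, in which the processed intensity of each spot is corrected for background and detrended within the array, and raw median intensities of the spot and its local background are given beside it. The other columns used from the deposited files are flags that hold 0 or 1 and say whether a spot is well above background and whether it is non-uniform. The authors' GeneSpring normalization, GO analysis and clustering are not in the files.

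The log2 of the processed intensity was taken, and the 75th percentile of the non-control spots of each array was subtracted. Control spots and non-uniform spots were left out, and spots of the same probe were averaged. A probe counted as above background in an array when all its spots did. Each comparison tested the probes above background in every array of at least 1 of its groups and with no missing value, mRNA and lncRNA probes together, with limma 3.58.1 (lmFit and eBayes) in R 4.3.3. Past the threshold means a Benjamini-Hochberg adjusted p-value below 0.05 and a change of more than 2-fold, as in the methods. Only the groups compared entered a fit, and the interaction of sex and sex-matched FMT was fitted over 12 arrays with 4 group means. Figures were drawn with matplotlib 3.10.9.

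The files have no column for the gene or the class of a probe, and no annotation from outside the files was used. The class was set by identifier before any test. Some catalogue probes may target non-coding transcripts. The planned gene sets, pathways and genes of Fig 6 needed gene names and were not computed. Named probes were chosen by a rule set before the processed files arrived, the 5 mRNA probes with the largest absolute log2 fold change per comparison with saline among those past the threshold whose arrays separate completely between the groups, and 3 lncRNA probes for sex-matched FMT. It had been written for annotated genes and was applied to probes.

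The number of probes above background served as the measure of depth. Of the mRNA probes it ranged from 15428 to 24068 with saline and from 24737 to 24922 with sex-matched FMT in male mice, and from 18392 to 26921 and from 21092 to 28116 in female mice. In the arrays scanned in 2016 it ranged from 25888 to 30522. The fit was tested on simulated arrays with the spread of the male mice, in which 200 of the probes were changed. With 3 arrays against 3, changes of 3 on the log2 scale were recovered for 82% of these probes, with 4 false calls among 43665 unchanged probes, and changes of 1.5 for 0%. With 3 against 2, the shares were 69% and 0%. With the spread scaled down to 1 part in 5 (3 against 3), changes of 1.5 were recovered for 99.5%. With 200 changed probes, single probes that change by 1.5 on the log2 scale were thus not recovered at the spread of the male arrays. This is not a fixed limit, since the adjusted p-value depends on how many probes change. In male mice with sex-mixed FMT, 6215 mRNA probes passed with no fold limit and 5881 with it, so smaller changes were called there.

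Alternatives set before the files arrived were normexp background correction (with an offset of 50), quantile normalization, both no filter and a stricter filter on dim probes, each replicate left out in turn, all 20 arrays in one fit, the replicate number as a block, the slide as a factor, unadjusted p-values, no fold limit, and no eBayes moderation. Normexp was run on the median intensity, since the files lack the mean intensity. Array weights, the correlations between comparisons and the lncRNA counts of the 2016 arrays were added after seeing the data. Correlations were called changed when they moved by more than their jackknife standard error over the arrays.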

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

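The paper reports lncRNA expression for sex-matched FMT. In the arrays of the other treatments, 3381 lncRNA probes passed the threshold between sex-mismatched FMT and saline in male mice and 4668 in female mice, and 4030 and 3795 between sex-mixed FMT and saline. Of these, 1636 and 1553 were higher after sex-mismatched FMT in male and female mice, and 1996 and 1165 after sex-mixed FMT. The directions were thus nearly balanced in male mice, and most lncRNA probes were lower in female mice. Most mRNA probes past the threshold were higher in every one of these comparisons. The lncRNA counts were flagged as a signal in lncRNA probes that the text of the paper does not discuss. In the comparison the paper does discuss, sex-matched FMT against saline, 0 lncRNA probes passed in either sex. The technical explanation with the most weight is the scan date, since all arrays of these treatments were scanned in 2016 on slides 70 and 71 and all saline arrays in 2015 on slides 22, 23 and 24. If so, male and female mice would show the same fold changes although they share no array. This was tested on mRNA probes, where the fold changes of the sexes correlated at 0.851 for sex-mismatched FMT and 0.881 for sex-mixed FMT. A treatment effect common to both sexes would look the same, so the signal cannot be told apart from the scan date and slide. The counts also rest on 2 arrays per group and changed several-fold between fits.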

How the results depend on the processing

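The counts of mRNA and lncRNA probes past the threshold for sex-matched FMT in male mice stayed at 0 under every alternative with adjusted p-values but the slide as a factor. The alternatives were set before the processed files arrived, except the array weights. The lncRNA counts of sex-mismatched and sex-mixed FMT and the correlations were added as results after the files had arrived. In female mice and for the interaction of sex and treatment, the 0 also held with normexp, quantile normalization, both filters, all 20 arrays in one fit, no fold limit and no eBayes moderation, and that of the interaction also with the replicate number as a block and with any array left out. Values below are given as mRNA and then lncRNA probes where a comparison has both.

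With the slide as a factor, sex-matched FMT against saline gave 95 and 244 probes in male and 16 and 11 in female mice, and the interaction gave 34 mRNA probes. This fit compares mainly arrays on the same slide, which for male mice is a single saline array. With the replicate number as a block, female mice had 225 and 191 probes for sex-matched FMT, and male mice had 6471 and 6002 for sex-mismatched FMT. For sex-mismatched FMT this block also takes saline-treated male mouse 3 out of the comparison. Unadjusted p-values gave 299 and 350 probes for sex-matched FMT in male mice, 1013 and 1145 in female mice, 859 for the interaction, 416 (male) and 272 (female) for sex-mixed against sex-mismatched FMT, and 7662 and 7899 for sex-mismatched FMT in male mice.

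Quantile normalization lowered sex-mismatched FMT in male mice to 1623 and 2180. Normexp lowered the lncRNA counts of sex-mixed FMT to 2035 (male) and 2299 (female), and gave 2 mRNA probes for sex-mixed against sex-mismatched FMT in female mice. Without a filter on dim probes, sex-mismatched FMT gave 6857 and 14677 in male and 2396 and 2801 in female mice, sex-mixed FMT gave 0 and 0 in male and 14 and 18 in female mice, and sex-mixed against sex-mismatched FMT gave 2935 in male mice. That alternative adds probes near the background, whose lowest intensities differed between arrays. It also raised the correlation of the fold changes of sex-matched FMT in male mice to 0.566 with sex-mismatched and 0.568 with sex-mixed FMT. With only probes above background in every array compared, sex-mixed FMT gave 3557 and 2114 in male mice and 2491 lncRNA probes in female mice, and the correlation between the sexes for sex-mismatched FMT rose to 0.915.

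All 20 arrays in one fit gave 7041 and 7490 for sex-mismatched FMT in male mice, and 2 (male) and 1 (female) mRNA probes for sex-mixed against sex-mismatched FMT. Without eBayes moderation, sex-mismatched FMT gave 29 and 60 in male and 2 and 2 in female mice, and sex-mixed FMT 721 and 530 in male and 5 and 8 in female mice. The spread is then estimated per probe from 3 residual degrees of freedom.

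Leaving out 1 array at a time gave from 0 to 116 mRNA and from 0 to 103 lncRNA probes for sex-matched FMT in female mice. For sex-mismatched FMT the ranges were 0 to 7949 and 0 to 7568 in male, and 10 to 9504 and 10 to 7480 in female mice. For sex-mixed FMT they were 0 to 8576 and 0 to 5807 in male, and 18 to 9506 and 23 to 5783 in female mice. The correlation of the fold changes ranged from -0.031 (without saline-treated male mouse 3) to 0.335 between the sexes for sex-matched FMT, from 0.824 to 0.951 (male) and from 0.899 to 0.962 (female) between sex-mismatched and sex-mixed FMT, and between the sexes from 0.775 to 0.845 for sex-mismatched and from 0.826 to 0.875 for sex-mixed FMT.

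Array weights, chosen after seeing the data, gave 1306 and 1699 probes for sex-matched FMT in female mice and 1415 for the interaction. In both fits the estimation of the weights stopped before it converged, and in the female fit 43.2% and 56.2% of the weight went to a single saline and a single FMT array, so these counts are not a usable result. In male mice the estimation converged and the counts stayed at 0.

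For the named probes, 161 of 220 refits stayed past the threshold, 59 lost it and 0 changed direction. The planned gene sets, Reactome pathways and Fig 6 genes, with their alternatives (the camera test and Fisher's exact test among them), were not run. The files tie no mRNA probe to a gene. With 3 arrays against 3 and 200 changed probes, simulated changes of 1.5 on the log2 scale were recovered for 0% of probes. Effects of this size or smaller on single probes after sex-matched FMT are thus not excluded.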

Differences from the paper's values

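The paper states no number of changed genes to compare with. The legend of Fig 6 calls the genes of its heat maps significantly up- or down-regulated by sex-matched FMT. By the threshold of the methods, 0 mRNA probes passed in male mice and 0 in female mice in a fit without pairs. By qPCR of the small intestine, the paper also reports higher levels of epithelial integrity genes and of Vegf after sex-matched FMT in both sexes. Those genes could not be looked up here, and simulated changes of 1.5 on the log2 scale were recovered for 0% of probes. The counts of 0 therefore do not speak against the qPCR results. The methods call the samples paired and do not say which arrays form a pair. The replicate number as a block is the fit nearest to that wording. Arrays with the same number did not deviate together, with a mean correlation of -0.105 in male and -0.125 in female mice. The numbers thus give no sign of pairs. More than 0 mRNA probes passed with the replicate number as a block (225 in female mice) and with unadjusted p-values (299 and 1013). Single arrays left out gave up to 116 in female mice. The slide as a factor also gave more than 0 in both sexes, from fits with a single array in a group. Array weights, chosen after seeing the values, gave 1306 in female mice, without converging. The lncRNA profile, which the paper describes as altered by FMT, had 0 probes past the threshold after sex-matched FMT in either sex. More than 0 were found with the replicate number as a block (191 in female mice) and with unadjusted p-values (350 and 1145). Single arrays left out gave up to 103 in female mice, and array weights, chosen after seeing the values, gave 1699 there. The slide as a factor gave more than 0 in both sexes, again with a single array in a group.

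The paper describes the response to sex-matched FMT as different in male and female mice. The interaction of sex and treatment gave 0 mRNA probes past the threshold. Unadjusted p-values gave 859, and array weights, chosen after seeing the values, gave 1415. With the slide as a factor more than 0 passed, in a fit with a single array in a group of each sex. The paper also sets the response to sex-mismatched and sex-mixed FMT apart from that to sex-matched FMT. The counts were 3227 and 5881 mRNA probes in male and 6289 and 6740 in female mice against 0 for sex-matched FMT, with all arrays of the former scanned on another date than the saline arrays.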

Other observations

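The choice of tests below was made before their results were seen except where stated, and after the scan dates and detection of the arrays had been read from the files.

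The first principal component of all 20 arrays held 61.0% of the variance. It set the arrays scanned in 2016 (sex-mismatched and sex-mixed FMT) apart from those of 2015 (saline and sex-matched FMT). Part of that share is spread within a date, since the arrays of 2015 ranged from 17.3 to 71.9 on it. The sex-matched FMT arrays of 2015 were therefore also compared with those of 2016, a test set after the counts against saline had been seen. Between sex-mismatched and sex-matched FMT, 8928 mRNA probes passed the threshold in male and 7492 in female mice, which is 2.77 and 1.19 times the number against saline. For sex-mixed FMT the numbers were 8213 and 8026, or 1.40 and 1.19 times the number against saline. Such counts depend on the spread of the arrays and are not a distance between groups. The count of sex-mismatched FMT against saline in male mice rose from 3227 to 7041 with all 20 arrays in one fit and to 7949 without saline-treated male mouse 3, and it was 0 without any other array, so the ratio of 2.77 depends on the fit and says little about the source of the difference. By the mean correlation between arrays over 14047 mRNA probes, sex-mismatched FMT in male mice was slightly nearer to sex-matched FMT (0.869) than to saline (0.863), and so was sex-mixed FMT (0.872 against 0.859). In female mice the values were 0.851 and 0.851 for sex-mismatched and 0.845 and 0.854 for sex-mixed FMT. These differences are small beside the ranges of the single pairs, which overlap, and they were not tested. What the comparison shows is that arrays of the 2 scan dates differ whether the earlier ones are saline or FMT. Sex-mixed against sex-mismatched FMT on the same slide gave 0 mRNA probes. That comparison has 2 arrays against 2, a size for which no simulation was run, so its 0 does not exclude differences between the treatments. Without a filter on dim probes it gave 2935 in male mice. The scan date with its slides remains a candidate explanation, as do effects of these treatments common to both sexes, whose fold changes correlated at 0.851 and 0.881 between the sexes. In the comparisons across scan dates, an effect of donor sex cannot be separated from the date, so the difference cannot be called biological. Only the comparison of sex-mixed with sex-mismatched FMT varies donor sex within a slide for recipients of the same sex.

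For sex-matched FMT against saline, a count of 0 probes is reached or exceeded by any split, so 10 of the 10 splits of the 6 arrays into 3 and 3 did so for mRNA and 10 of 10 for lncRNA probes in each sex, and 100 of 100 drawn splits for the interaction. With 3 arrays against 3, the share could not have fallen below 0.1. One other split of the male arrays gave 4 mRNA probes past the threshold, and one of the female arrays gave 2 mRNA and 2 lncRNA probes. Of the unadjusted counts, the labelled split of the male arrays gave 299 mRNA probes and 5 of the 10 splits gave as many, from 96 to 542. In female mice 3 of 10 splits reached 1013 mRNA probes, and the labelled split had the most lncRNA probes (1145, 1 of 10 splits). In male mice the labelled split gave 350 lncRNA probes and 2 of 10 splits gave as many, from 61 to 426.

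The slide was weighed as a source of the fold changes of sex-matched FMT. In male mice, the difference between saline arrays on different slides correlated with the fold change of the groups at r = -0.207 across mRNA probes. In female mice, the difference between FMT arrays on different slides gave r = 0.013. Both differences use arrays that also enter the fold change, so a single array that stands apart can move these r values by itself. The second part of this test, the share of probes that remain with the slide as a factor, and a test within single slides needed probes past the threshold, of which there were 0, so the slide remains open. Array quality was tested with saline arrays of high and low detection in the other sex. The fold changes of male mice correlated with that difference at r = 0.037. Those of female mice correlated at r = -0.310, just past the limit of 0.3 in size that had been set. The sign is opposite to what lower detection with saline would give, and saline-treated male mouse 3, on which this difference rests, is also on another slide than the other saline-treated male mice. With that sign, the r does not speak for array quality in female mice. Slide and array quality cannot be told apart in saline-treated male mouse 3, so the test does not exclude array quality either. Tests for the segment of intestine taken, for pancreas and for lymphoid follicles had been planned for sex-matched FMT against saline. They needed gene names, so these remain open too.

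The first principal component of the 12 saline and sex-matched FMT arrays set the saline-treated male mouse 3 (64.4) and female mouse 2 (56.8) apart from the rest, on different slides and in different sexes. Tests of its source were chosen after it was seen. It did not follow the number of mRNA probes above background (Pearson r = 0.194, permutation p = 0.552, Spearman rho = 0.042, permutation p = 0.905, adjusted p = 0.736 and 0.905 over the 4 tests, and r = 0.158 without the 2 arrays farthest from the median detection). Within slides of 4 arrays the r was 0.322, -0.729 and -0.794, too few arrays for a test. Slides did not differ on it beyond chance (permutation p = 0.158, adjusted 0.51), nor did treatment (exact permutation p = 0.255, adjusted 0.51). The paper does not report this axis, and no explanation tested accounts for it.

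The sex labels of the arrays were checked with the 10 probes that separated the sexes most in the other 19 arrays. By these probes 0 arrays fell on the side of the other sex, so a mislabelled sample in this respect was not seen. In all, 14 probes were higher in every male than in every female array and 15 the reverse.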
